# Translation in amino-acid-poor environments is limited by tRNA^Gln^ charging

**DOI:** 10.7554/eLife.62307

**Published:** 2020-12-08

**Authors:** Natalya N Pavlova, Bryan King, Rachel H Josselsohn, Sara Violante, Victoria L Macera, Santosha A Vardhana, Justin R Cross, Craig B Thompson

**Keywords:** tRNA, translation, glutamine, nutrient depletion, polyglutamine, Human, Mouse

## Abstract

An inadequate supply of amino acids leads to accumulation of uncharged tRNAs, which can bind and activate GCN2 kinase to reduce translation. Here, we show that glutamine-specific tRNAs selectively become uncharged when extracellular amino acid availability is compromised. In contrast, all other tRNAs retain charging of their cognate amino acids in a manner that is dependent upon intact lysosomal function. In addition to GCN2 activation and reduced total translation, the reduced charging of tRNA^Gln^ in amino-acid-deprived cells also leads to specific depletion of proteins containing polyglutamine tracts including core-binding factor α1, mediator subunit 12, transcriptional coactivator CBP and TATA-box binding protein. Treating amino-acid-deprived cells with exogenous glutamine or glutaminase inhibitors restores tRNA^Gln^ charging and the levels of polyglutamine-containing proteins. Together, these results demonstrate that the activation of GCN2 and the translation of polyglutamine-encoding transcripts serve as key sensors of glutamine availability in mammalian cells.

## Introduction

To be utilized in protein synthesis, amino acids must be first covalently attached, or charged, onto corresponding tRNA isoacceptors by amino-acid-specific tRNA synthetases. Imbalances in tRNA pools compromise translational fidelity and trigger proteotoxic stress (Bloom-Ackermann et al., 2014; Nedialkova and Leidel, 2015); thus, cells must continuously balance translational load with the extracellular amino acid availability. Eukaryotic cells possess sensors for monitoring both free and tRNA-charged amino acid reserves (reviewed in González and Hall, 2017). The former is carried out by a set of sensors that sample individual amino acids - namely, leucine, arginine, and S-adenosylmethionine (a derivative of methionine), and relay the amino acid sufficiency information to the mTORC1 complex (Chantranupong et al., 2016; Gu et al., 2017; Wolfson et al., 2016), whereas the latter is mediated by the GCN2 kinase, which becomes activated via autophosphorylation in response to uncharged tRNA binding (Dong et al., 2000).

In response to amino acid deprivation, inactivation of mTORC1 reduces cellular translational load while increasing the delivery of extracellular and intracellular protein substrates to the lysosome, where their proteolytic degradation provides a cell with an alternative supply of free amino acids. Consequently, even though an interruption in amino acid supply initially inactivates mTORC1, the influx of amino acids derived from lysosomal proteolysis subsequently restores its activity (Yu et al., 2010).

In addition to the dampening of translation associated with mTORC1 inhibition, activation of GCN2 by uncharged tRNAs also modulates cellular translational load via phosphorylation of the eIF2α subunit of the translation initiation complex. This phosphorylation event reduces bulk translation initiation while simultaneously upregulating the translation of select adaptive factors such as ATF4 (Lu et al., 2004; Vattem and Wek, 2004). As a transcription factor, ATF4 directs an adaptive response program which increases non-essential amino acid synthesis as well as amino acid uptake, promoting cell survival and proliferation in amino-acid-limited conditions (Kilberg et al., 2009; Ye et al., 2010).

In contrast to mTORC1, which receives information about amino acid sufficiency predominantly from a sampling of specific free amino acids, GCN2 is thought to respond to an overall accumulation of uncharged tRNAs in amino-acid-limited conditions. However, it remains unknown whether limitations in amino acid supply affect pools of all charged tRNAs equally, or whether some tRNA isoacceptors are affected more than others. Here, we use a tRNA charging profiling method (CHARGE-seq) to survey the pools of charged tRNAs in amino-acid-deprived cells and investigate how amino acid deficit-associated patterns of tRNA charging affect protein synthesis.

## Results

### Amino acid deprivation leads to selective uncharging of glutamine-specific tRNAs

In agreement with previous reports, depriving immortalized mouse embryonic fibroblasts (MEFs) of all amino acids resulted in an initial loss of mTORC1 activity, as measured by the phosphorylation of its substrate, S6 kinase 1 (S6K1), yet a prolonged period of amino acid deprivation resulted in a near-complete reactivation of mTORC1 (Figure 1A). Consistent with the pivotal role of the lysosome as a supplier of amino acids in conditions when extracellular amino acids are depleted, reactivation of mTORC1 was suppressed by bafilomycin A1, an inhibitor of lysosomal H^+^-ATPase.

**Figure 1.**
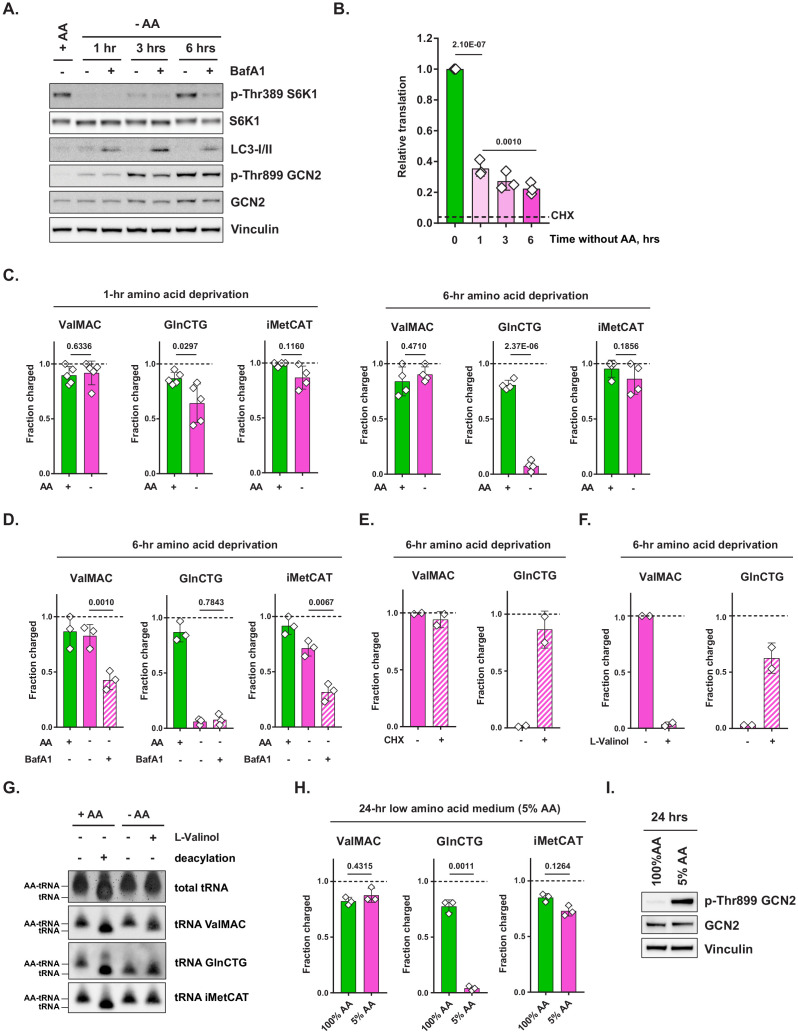
Amino acid deprivation triggers selective uncharging of tRNA^Gln^. (**A**) Mouse embryonic fibroblasts (MEFs) were treated with amino-acid-free DMEM for indicated periods of time in presence (+) or absence (-) of 100 nM bafilomycin A1 (BafA1). Cell lysates were analyzed by western blotting. A representative result (out of three independent experiments) is shown. (**B**) MEFs were treated with amino-acid-free DMEM for indicated periods of time. Translational activity was determined by measuring O-propargyl-puromycin (OPP) incorporation. For CHX-treated control, cells were treated with 10 μg/mL of cycloheximide (CHX) for 10 min prior to adding OPP. Quantification of OPP incorporated into nascent polypeptides was performed by labeling permeabilized cells with an azide-coupled fluorophore, followed by FACS analysis. Data are shown as mean ± SD of N = 3 biological replicates (defined as independent experiments that were carried out in distinct points in time). (**C**) MEFs were treated with amino-acid-free DMEM for 1 or 6 hr and tRNA charging of indicated isodecoder groups was measured. Primers specific to ValAAC/ValCAC (ValMAC), GlnCTG and initiator MetCAT were used. The last three letters denote an anticodon or a group of anticodons targeted. Data are shown as mean ± SD of N = 4–5 biological replicates (defined as samples that were plated, treated and assayed as part of experiments conducted independently in disparate points in time). (**D**) MEFs were treated with complete or amino-acid-free DMEM for 6 hr in presence (+) or absence (-) of 100 nM bafilomycin A1 (BafA1) and subjected to tRNA charging assay. Data are shown as mean ± SD of N = 3 biological replicates. (**E, F**) MEFs were treated with amino-acid-free DMEM for 6 hr; 10 μg/mL cycloheximide (**E**) or 2 mM L-valinol (**F**) was added for the last 10 min (for cycloheximide) or 30 min (for L-valinol) as shown. tRNA charging of indicated isodecoder groups was measured. Data are shown as mean ± SD of N = 2 biological replicates. (**G**) MEFs were treated with complete or amino-acid-free DMEM for 6 hr. Where indicated, 2 mM L-valinol was added for the last 30 min of treatment. tRNA samples were harvested and deacylated control was prepared by incubating in pH = 9 Tris buffer. tRNA samples were run on acetate-urea PAGE gel, transferred to Hybond N+ membranes and probed with biotin-conjugated oligo probes specific for indicated tRNA isoacceptors or groups of isoacceptors. A representative result (out of three independent experiments) is shown. (**H**) MEFs were treated with 100% AA (complete DMEM) or 5% AA (each amino acid supplied at a 5% of standard DMEM formulation) medium for 24 hr and subjected to tRNA charging assay. Data are shown as mean ± SD of N = 3 biological replicates. (**I**) MEF samples treated as in (**H**) were analyzed by western blot. A representative result (out of three independent experiments) is shown. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**B,D**) or by paired Student's t test (**C,H**). See also Figure 1—figure supplement 1. Figure 1—source data 1.Summary data and statistics for O-propargyl-puromycin assays, tRNA charging assays and mass spectrometry measurements presented in Figure 1 and Figure 1—figure supplement 1.

**Figure 1—figure supplement 1.**
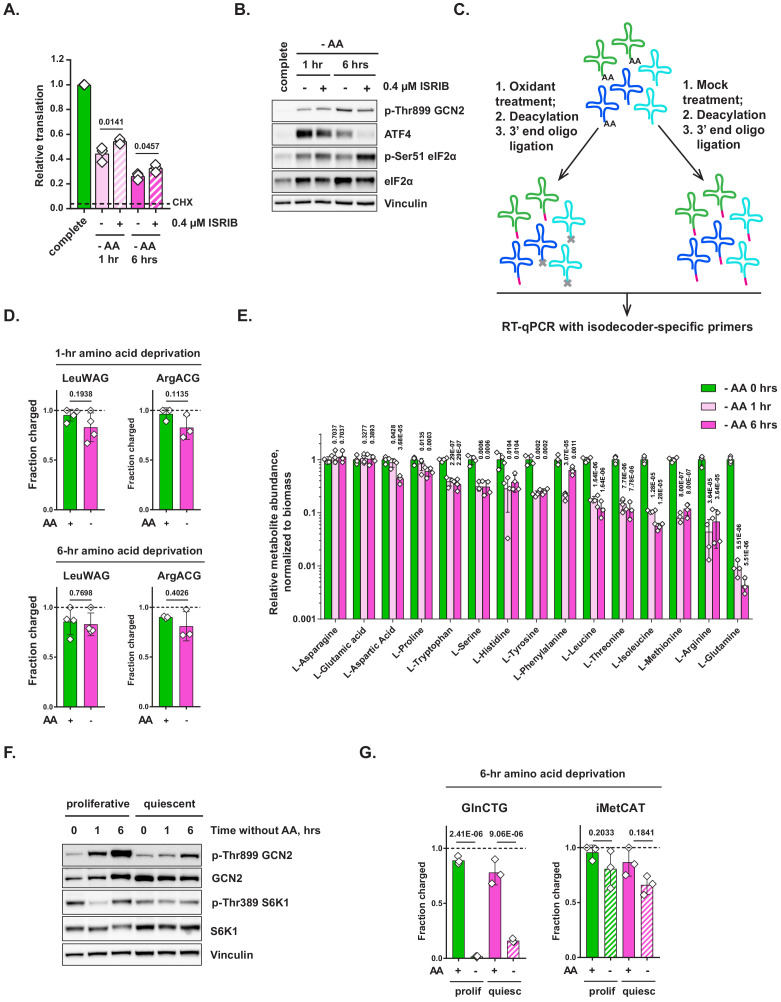
Additional data on amino acid sensing and tRNA charging in amino-acid-depleted cells. (**A, B**) Mouse embryonic fibroblasts (MEFs) were treated with amino-acid-free DMEM for indicated periods of time in presence (+) or absence (-) of 0.4 μM ISRIB and analyzed by O-propargyl-puromycin (OPP) incorporation assay (**A**) or western blotting. Data are shown as mean ± SD of N = 3 biological replicates. (**C**) A method for determining the relative charging of tRNAs. (**D**) MEFs were treated with amino-acid-free DMEM for 1 or 6 hr and tRNA charging of indicated isodecoders was measured. Primers specific to LeuAAG/LeuTAG (LeuWAG) and ArgACG were used. Data are shown as mean ± SD of N = 3 biological replicates. (**E**) MEFs were treated with amino-acid-free DMEM for indicated periods of time and relative changes in free cellular amino acid levels were measured by mass spectrometry. Data are shown as mean ± SD of N = 4 biological replicates. (**F**) To induce quiescence, MEFs were cultured for 3 days past confluence. Culture medium was changed daily to prevent starvation-associated stress. Proliferating and quiescent MEFs were treated with amino-acid-free DMEM for indicated periods of time and analyzed by western blotting. A representative result (out of three independent experiments) is shown. (**G**) Proliferating and quiescent MEFs were treated with complete or amino-acid-free DMEM for 6 hr and subjected to tRNA charging assay. Data are shown as mean ± SD of N = 3 biological replicates. p-Values were calculated by paired Student's t test (**D**) or by one-way ANOVA with Holm-Sidak post-test (**E,G**).

In contrast to the rapid loss and subsequent recovery of mTORC1 activity following amino acid withdrawal, the onset of GCN2 activation in MEFs was gradual, with little autophosphorylation of Thr899 present at 1 hr post-amino acid withdrawal and then progressively increasing at subsequent time points (Figure 1A). The onset of GCN2 activation was mirrored by a gradual decline in the cellular translational output as reflected by the incorporation of O-propargyl-puromycin (OPP), a tRNA-mimetic compound, into nascent polypeptides (Figure 1B). Importantly, even after 6 hr without extracellular amino acids, there remained ongoing translation in amino-acid-deprived cells in comparison to cells treated with the translation elongation inhibitor cycloheximide, demonstrating that amino-acid-deprived cells can continue to engage in adaptive translation even while bulk translation continues to decline.

To test whether the observed suppression of translation might be attributed primarily to GCN2-driven phosphorylation of eIF2α, we treated amino-acid-deprived cells with a small molecule ISRIB, which counteracts the phosphorylated eIF2α-mediated inhibition of eIF2B, a guanine exchange factor for the eIF2 translation initiation complex (Sidrauski et al., 2015; Tsai et al., 2018). There was only a minimal effect of ISRIB on the suppression of translation in amino-acid-deprived cells (Figure 1—figure supplement 1A) – even though it efficiently blocked ATF4 accumulation after 6 hr of amino acid deprivation and elicited a further increase in eIF2α phosphorylation (Figure 1—figure supplement 1B). This observation suggests that GCN2-mediated eIF2α phosphorylation was not the major cause of the suppression of translation associated with amino acid withdrawal.

The observation that a 1-hr-long amino acid withdrawal triggers only a minimal amount of GCN2 phosphorylation suggests that cells are able to maintain the tRNA compartment charged during this period. Accordingly, the activation of GCN2 seen upon persistent amino acid deprivation may indicate that the cell’s ability to rely on alternative amino acid sources has been exceeded, resulting in an eventual loss of tRNA charging. This raised a further question: does GCN2 activation observed upon prolonged amino acid deprivation reflect the uncharging of an entire tRNA compartment en masse or of select tRNA species only? To address these questions, we measured the charged status of various tRNA species after a short-term (1 hr) vs. a prolonged (6 hr) amino acid withdrawal. Specifically, we employed a sodium periodate oxidation method followed by the ligation of a 3′end of tRNA to a DNA adaptor (Rizzino and Freundlich, 1975; Zaborske et al., 2009). Periodate treatment destroys the ribose ring on a 3′ end of an uncharged tRNA, while a 3′ end of a charged tRNA remains protected from oxidation by an amino acid covalently bound to it (Figure 1—figure supplement 1C). Since only those tRNAs with intact 3′ ends can be ligated to a DNA adaptor, comparing the relative abundance of tRNA-DNA hybrids in a periodate-treated vs. untreated samples via RT-qPCR provides a quantitative assessment of the proportion of charged tRNA in a sample. Using qPCR primers specific for select groups of tRNA isodecoders (i.e. groups of tRNAs that share the same anticodon), we measured the charged status of select tRNAs specific for initiator methionine, leucine, arginine, valine, and glutamine. To verify the on-target nature of tRNA-specific primers used in this study, the resulting qPCR products were subcloned into a TOPO vector and their identity was confirmed by sequencing.

The charging of amino acids on initiator tRNA^Met^, tRNA^Leu^, tRNA^Arg^, and tRNA^Val^ was maintained not only after 1 hr, but even after 6 hr of amino acid deprivation (Figure 1C, Figure 1—figure supplement 1D). In contrast, tRNA^Gln^ charging was significantly reduced at 1 hr (p<0.05) and was almost completely uncharged at 6 hr (p<0.001) (Figure 1C). Mass spectrometry analysis revealed that intracellular free glutamine levels declined more than other amino acids as well (Figure 1—figure supplement 1E). Amino acid charging of methionine, arginine, and leucine tRNAs was maintained despite the fact that we measured significant reductions in their intracellular free amino acid levels 1 hr after cells were placed in amino-acid-deficient medium (Figure 1—figure supplement 1E).

We reasoned that the ability of cells to maintain the charge on most tRNAs in the absence of extracellular free amino acids might be dependent upon the use of various protein substrates as an alternative source of free amino acids and thus must require intact lysosomal function. In support of this prediction, when cells were deprived of amino acids for 6 hr in the presence of bafilomycin A1 to impair lysosomal function, the charge on tRNA^Val^ and initiator tRNA^Met^ pools could no longer be maintained (Figure 1D). Notably, bafilomycin A1 treatment did not lead to a further increase in GCN2 phosphorylation, which may indicate that the amount of uncharged tRNA^Gln^ present in the cell at the 6 hr time point is sufficient to reach the upper limit of the tRNA-sensing capacity of GCN2.

Next, we asked whether the depletion of charged tRNA^Gln^ in amino-acid-deprived cells is a consequence of its charging becoming inhibited in amino-acid-deprived cells via an unknown mechanism, or, alternatively, tRNA^Gln^ continues to be charged with free glutamine, yet the charged form becomes consumed in protein synthesis and as a result, does not accumulate. If the latter is the case, inhibiting ongoing translation should rapidly restore tRNA^Gln^ to its charged state. To test this hypothesis, we added cycloheximide, a translation elongation inhibitor, or L-valinol, a competitive inhibitor of valyl-tRNA synthetase, for, respectively, the last 10 min or 30 min of a 6 hr amino acid deprivation treatment and assessed the effect of these inhibitors on tRNA^Gln^ charging. Indeed, both cycloheximide and L-valinol promoted accumulation of the charged form of tRNA^Gln^ (Figure 1E,F). In addition, L-valinol, but not cycloheximide, resulted in the loss of charge on tRNA^Val^, which is consistent with its activity as a competitive inhibitor of valyl-tRNA synthetase (Figure 1F). The rapid accumulation of the charged form of tRNA^Gln^ upon translation inhibition indicates that the charged form of tRNA^Gln^ continues to be produced in amino-acid-deprived cells but is rapidly consumed in protein synthesis, which is consistent with the observation that translation continues to take place in cells completely deprived of extracellular free amino acids (Figure 1B). However, the results suggest that neither the synthesis of glutamine nor its recovery through protein degradation is sufficient to maintain tRNA charging in the absence of an extracellular supply of glutamine.

We sought to independently confirm our findings with a northern hybridization-based tRNA charging assay (Figure 1G; Jester, 2011). In this assay, the charged state of individual tRNA isodecoders (or groups of tRNA isodecoders) is determined differently from the periodate method. Specifically, the assay takes advantage of the differences in electrophoretic mobility of charged vs. uncharged tRNA molecules. In agreement with the results obtained via the periodate-based assay, we found that tRNA^Gln^, but not tRNA^Val^ or tRNA^iMet^ became uncharged in cells that were deprived of amino acids for 6 hr, whereas addition of L-valinol has partially recovered the charged form of tRNA^Gln^.

Glutamine is the most abundant extracellular amino acid. Thus, a more pronounced depletion of the charged form of tRNA^Gln^ as well as intracellular free glutamine in comparison to other amino acids may simply reflect that the absolute reduction in glutamine levels is much higher than that of other amino acids when cells are acutely depleted of all extracellular amino acids. Furthermore, a short-term, complete withdrawal of extracellular amino acids is unlikely to be representative of most amino-acid-poor environments that cells might encounter in vivo. In an effort to model a more physiologically relevant scenario, we asked whether a chronic exposure to reduced quantities of amino acids would similarly lead to a selective depletion of tRNA^Gln^ but not of other tRNAs. To address this issue, we cultured MEFs in a medium formulation in which each amino acid was supplied at the level of 5% of that in standard DMEM. Even under these conditions where extracellular glutamine is at 200 μM, we found that tRNA^Gln^ charging was almost completely lost (p=0.0011), while other tRNA isoacceptors remained charged (Figure 1H). The depletion of the charged form of tRNA^Gln^ under these conditions was accompanied by an increase in GCN2 phosphorylation (Figure 1I).

### tRNA^Gln^ charging can be restored by glutaminase inhibition

Glutamine is not only incorporated into proteins but also serves as a precursor for numerous other biosynthetic pathways (Zhang et al., 2017), which may explain the disproportional depletion of its charged tRNA when extracellular levels of amino acids are reduced. In order to dissect the metabolic basis of this phenomenon, we first asked whether the disproportional depletion of charged tRNA^Gln^ may be explained by the glutamine utilization in the biosynthesis of nucleotides and other macromolecules, and thus may be linked to the proliferative status of a cell. However, amino acid deprivation in quiescent MEFs resulted in a similar pattern of GCN2 induction (Figure 1—figure supplement 1F) as well as in a selective loss of charged tRNA^Gln^ (Figure 1—figure supplement 1G), indicating that the inability of cells to maintain tRNA^Gln^ charge in amino-acid-deprived state was independent of the cell’s proliferative status.

Next, we tested whether the disproportional depletion of charged tRNA^Gln^ may be due to the consumption of glutamine in glutaminase (GLS)-driven TCA cycle anaplerosis (Figure 2A). When initial results suggested that glutaminase inhibition could restore tRNA^Gln^ charging, we undertook systematic profiling of the changes in the charged states across the entire cytosolic tRNA compartment. To this end, we have adapted the tRNA charging assay for a high-throughput format (CHARGE-seq), in which cDNA generated from tRNA-DNA hybrids derived from periodate-treated and control samples serves as a template for the library generation for multiplexed Illumina sequencing (Figure 2B). This method allowed us to reliably detect 49 out of 50 known cytosolic tRNA isodecoders and determine their charge status (a tRNA for IleGAT returned a low number of reads and was excluded from the analysis). 

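CHARGE-seq data were analysed for 4 conditions, in which immortalized MEFs (mouse embryonic fibroblasts) were kept for 6 hr in complete (+AA) or amino-acid-free (-AA) DMEM with either DMSO or 1 μM CB-839, a compound that blocks glutaminase. RNA of each condition was split into an aliquot treated with 10 mM sodium periodate (oxidized) and an aliquot treated with 10 mM sodium chloride (non-oxidized). Periodate destroys the 3′ end of tRNAs that carry no amino acid, so that the adaptor ligates only to tRNAs that were charged, while the non-oxidized aliquot gives the total of each tRNA. Yeast tRNA Phe was added to both aliquots after this step as a spike-in. The authors aligned the reads with bowtie2 to mouse tRNA gene sequences, summed them for each isodecoder (the tRNAs that share an anticodon) and scaled each library to the same total. The sample labels list 16 samples, with 2 replicates for each condition and aliquot, whereas the deposited table holds 8 columns, 1 for each condition and aliquot, without stating which replicate they are. The values below therefore come from 1 library per condition and aliquot, no difference between conditions has a replicate check, and no test between conditions was made. All values in a column were whole multiples of a fixed step, and the common total of 4506479.25 was 2 times the mean number of steps per library, so a step was taken as a read pair. Counted this way, the libraries held 2261610 (non-oxidized) and 1981759 (oxidized) read pairs for +AA/DMSO, 1996052 and 2356405 for +AA/CB-839, 2048126 and 2950940 for -AA/DMSO, and 2040511 and 2390514 for -AA/CB-839. The charge ratio of an isodecoder was its oxidized value divided by its non-oxidized value, after each was divided by the spike-in value of its own library. The uncharged fraction was 1 minus the charge ratio divided by the highest charge ratio of that isodecoder among the 4 conditions. Intervals are 95% intervals computed from the read pairs as Poisson counts on a log scale. They cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Values scaled by library size alone are given where the division by the spike-in changes a direction or a call.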

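Of the 78 entries listed in the deposited table, 57 were counted as cytosolic, 20 were mitochondrial and the remaining entry was the yeast spike-in. The 57 include Und-NNN, which names no anticodon, and Sup-TTA, and 3 of the 57 had no reads in any library. Ile-GAT had between 0 and 5 read pairs per library. With Ile-GAT left out, 49 cytosolic isodecoders had reads in all 8 libraries, and 8 cytosolic entries, Ile-GAT among them, had none in at least 1 library. The source data of Figure 2C list 47 of these 49 isodecoders. The remaining 2, Gly-ACC and Pro-GGG, had between 1 and 6 read pairs per library, which is too few to measure a change in charge, while every isodecoder of the source data had at least 23 read pairs in each non-oxidized library. The reads were unevenly spread. The 6 isodecoders Lys-CTT, Arg-ACG, Arg-TCG, Asp-GTC, Lys-TTT and Asn-GTT took between 76.4% and 80.3% of the read pairs of each library. Gln-CTG and Gln-TTG made up on average 0.00849% and 0.0126% of the non-oxidized reads, so their charge ratios rest on few reads. The smallest share that the libraries could show, taken as 3 read pairs, lay between 0.000102% and 0.000151%.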

Using this assay, we profiled the charged state of individual tRNA isodecoders following a 6 hr period of amino acid withdrawal in presence or absence of CB-839, an allosteric inhibitor of glutaminase in order to investigate whether glutaminase-driven catabolism of glutamine may contribute to the disproportionate depletion of the charged form of tRNA^Gln^.

**Figure 2.**
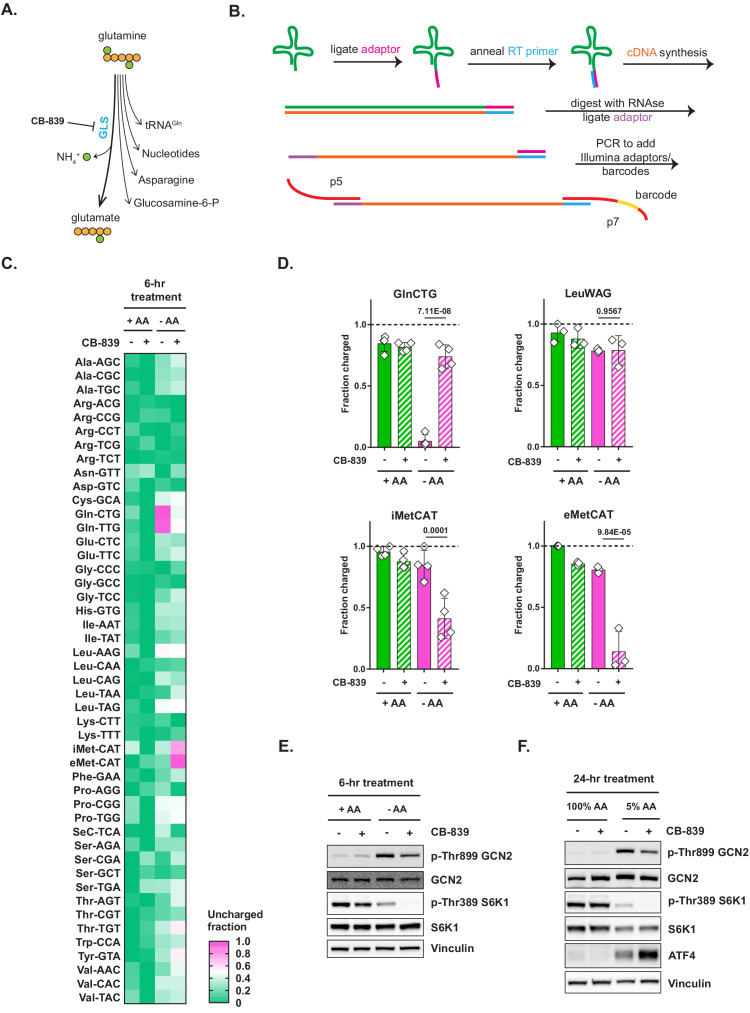
Glutaminase inhibition restores charged tRNA^Gln^ pools in amino-acid-deprived cells. (**A**) Depiction of glutamine utilization pathways. (**B**) A method for a high-throughput profiling of tRNA charging (CHARGE-seq). (**C**) Mouse embryonic fibroblasts (MEFs) were treated with complete or amino-acid-free DMEM for 6 hr in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839 and analyzed by CHARGE-seq. A representative result (out of two independent experiments) is shown. (**D**) MEFs were treated as in (**C**) and subjected to tRNA charging assay with qPCR as a readout. Data are shown as mean ± SD of N = 3 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test. (**E, F**) Western blots of lysates from MEFs treated with complete or amino-acid-free DMEM for 6 hr (**E**), or with 100% AA (complete DMEM) or 5% AA (each amino acid supplied at a 5% of standard DMEM formulation) DMEM (**F**) for 24 hr, in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839. A representative result (out of three independent experiments) is shown. See also Figure 2—figure supplement 1. Figure 2—source data 1.Summary data and statistics for tRNA charging and cell proliferation assays presented in Figure 2 and Figure 2—figure supplement 1.

**Figure 2—figure supplement 1.**
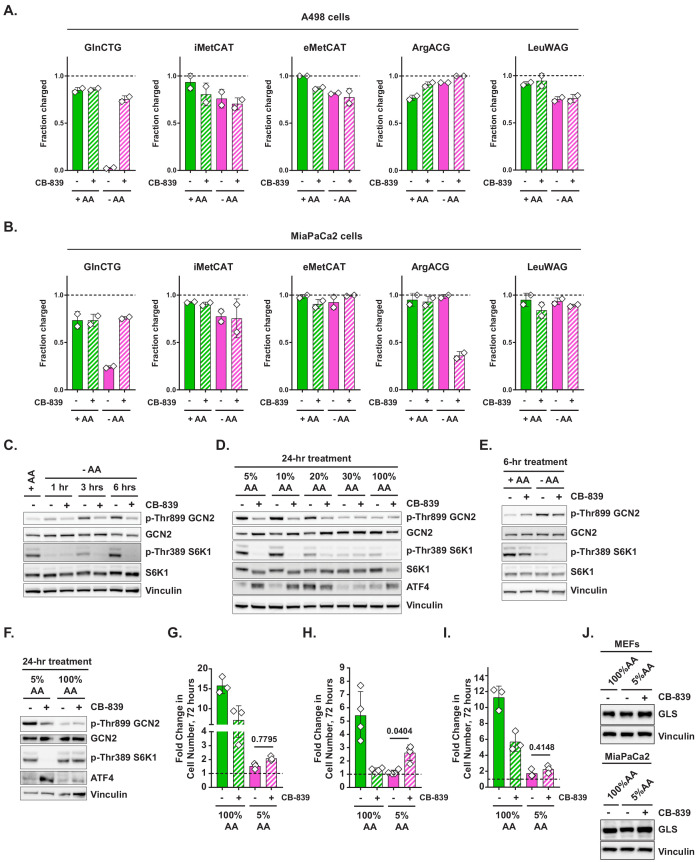
Loss of tRNA^Gln^ charging and its restoration via the inhibition of glutaminase across a variety of cellular contexts. (**A–B**) A498 (**A**) or MiaPaCa2 (**B**) cells were treated with complete or amino-acid-free DMEM for 6 hr in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839. tRNA charging of indicated isodecoders was measured. Data are shown as mean ± SD of N = 2 biological replicates. (**C**) A498 cells were treated with amino-acid-free DMEM for indicated periods of time in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839. Cell lysates were analyzed by western blotting. A representative result (out of three independent experiments) is shown. (**D**) A498 cells were treated with amino-acid-free DMEM supplied with varied amounts of amino acids as indicated in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839 for 24 hr. Cell lysates were analyzed by western blotting. A representative result (out of three independent experiments) is shown. (**E, F**) MiaPaCa2 cells were treated with complete or amino-acid-free DMEM for 6 hr (**E**), or with either 100% AA or 5% AA DMEM for 24 hr (**F**) in the presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839. Cell lysates were analyzed by western blotting. A representative result (out of three independent experiments) is shown. (**G–I**) Cell proliferation in 100% AA or 5% AA DMEM in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839 was assayed in MEFs (**G**), A498 (**H**) and MiaPaCa2 cells (**I**). Data are shown as mean ± SD of N = 3–4 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**G–I**). (**J**) MEFs and MiaPaCa2 cells were treated for 48 hr as indicated and cell lysates were analyzed by western blotting. A representative result (out of two independent experiments) is shown.

The CHARGE-seq readout confirmed that tRNA^Gln^ becomes selectively uncharged in amino-acid-deprived cells. 

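For tRNA Gln, whose Gln-CTG and Gln-TTG isodecoders have 10 and 6 genes in the RefSeq annotation of GRCm38.p6, the loss of charge appeared in the oxidized libraries. Gln-CTG had 116 oxidized and 185 non-oxidized read pairs in +AA/DMSO, against 6 oxidized and 171 non-oxidized read pairs in -AA/DMSO. Its charge ratio was 0.734 (95% interval 0.582 to 0.926) in +AA/DMSO and 0.0247 (0.0110 to 0.0558) in -AA/DMSO. The log2 change was -4.89, with a counting interval from -6.11 to -3.67. Gln-TTG had 214 oxidized and 286 non-oxidized read pairs in +AA/DMSO and 19 and 250 in -AA/DMSO. Its charge ratio went from 0.876 (0.733 to 1.05) to 0.0536 (0.0336 to 0.0854), a log2 change of -4.03 with an interval from -4.75 to -3.31. Expressed as uncharged fractions, the values in -AA/DMSO were 0.978 for Gln-CTG and 0.953 for Gln-TTG. The paper's reported values in the source data of Figure 2C are 0.95 and 0.93 in Experiment 1 and 0.97 and 0.94 in Experiment 2. Experiment 2 is no separate check, because over 188 values it lay within 0.00497 of the values here without the spike-in. The setting that moved the log2 changes most, centring the charge ratios of each condition on their median over isodecoders, gave -4.54 for Gln-CTG and -3.68 for Gln-TTG. By qPCR and northern assays, the paper had already found tRNA Gln uncharged and the other tRNAs it measured charged. From these assays and from the difference between these isodecoders and the rest of the cytosolic tRNAs in Figure 2C, the paper concludes that the loss of charge is selective for tRNA Gln.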

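Among the 47 isodecoders listed in the source data of Figure 2C, the charge ratio was lower in -AA/DMSO than in +AA/DMSO for 40 and higher for 7. It was at least 2-fold lower for 2, Gln-CTG and Gln-TTG. The median log2 change of the 43 isodecoders other than those of tRNA Gln and tRNA Met was -0.31, and their changes ran from -0.79 to 0.39. The lowest of these 43 were Leu-TAG, with a log2 change of -0.79 (-0.94 to -0.65), and Leu-AAG, with -0.71 (-0.83 to -0.60). These changes exceeded the counting error. Elongator tRNA Met (eMet-CAT) had a log2 change of -0.40 (-0.46 to -0.33), and initiator tRNA Met (iMet-CAT) had 0.06 (-0.07 to 0.19), which is within the counting error. With library size alone, 39 of the 47 were lower, and the median of the 43 was -0.29. With a library total that leaves out the 6 isodecoders with more than 5% of the reads each, an alternative chosen after seeing the data, 26 of the 49 isodecoders with reads in all libraries were lower, against 41 with the spike-in, and Leu-TAG had a log2 change of -0.55. In the paper's Experiment 1, the median of the 43 was -0.07, with 24 lower, so the general fall was weaker there. Leu-TAG changed by -0.42 and Leu-AAG by -0.45 in that experiment. By qPCR, the paper found the charge of tRNA Leu maintained after 6 hr without amino acids. In the values here, the uncharged fraction in -AA/DMSO was above 0.5 for 8 of the 47 isodecoders. Apart from tRNA Gln, these were Leu-AAG, Leu-TAG, Cys-GCA, Pro-CGG, Pro-TGG and SeC-TCA, of which the last 4 were singled out after their values were seen, and the highest of the 6 was 0.596 for Leu-AAG. The counting intervals of Cys-GCA (-0.0425 to 0.774, from 26 oxidized and 37 non-oxidized read pairs) and Pro-TGG (0.499 to 0.563) include 0.5. When the charge ratios were scaled to +AA/DMSO in place of the highest condition, 2 of the 49 isodecoders were above 0.5. With library size alone, 3 isodecoders were above 0.5, namely Gln-CTG, Gln-TTG and Leu-AAG. The paper's reported values are above 0.5 for 2 isodecoders in Experiment 1 and for 3 in Experiment 2, which is no separate check.

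**Figure D1:**
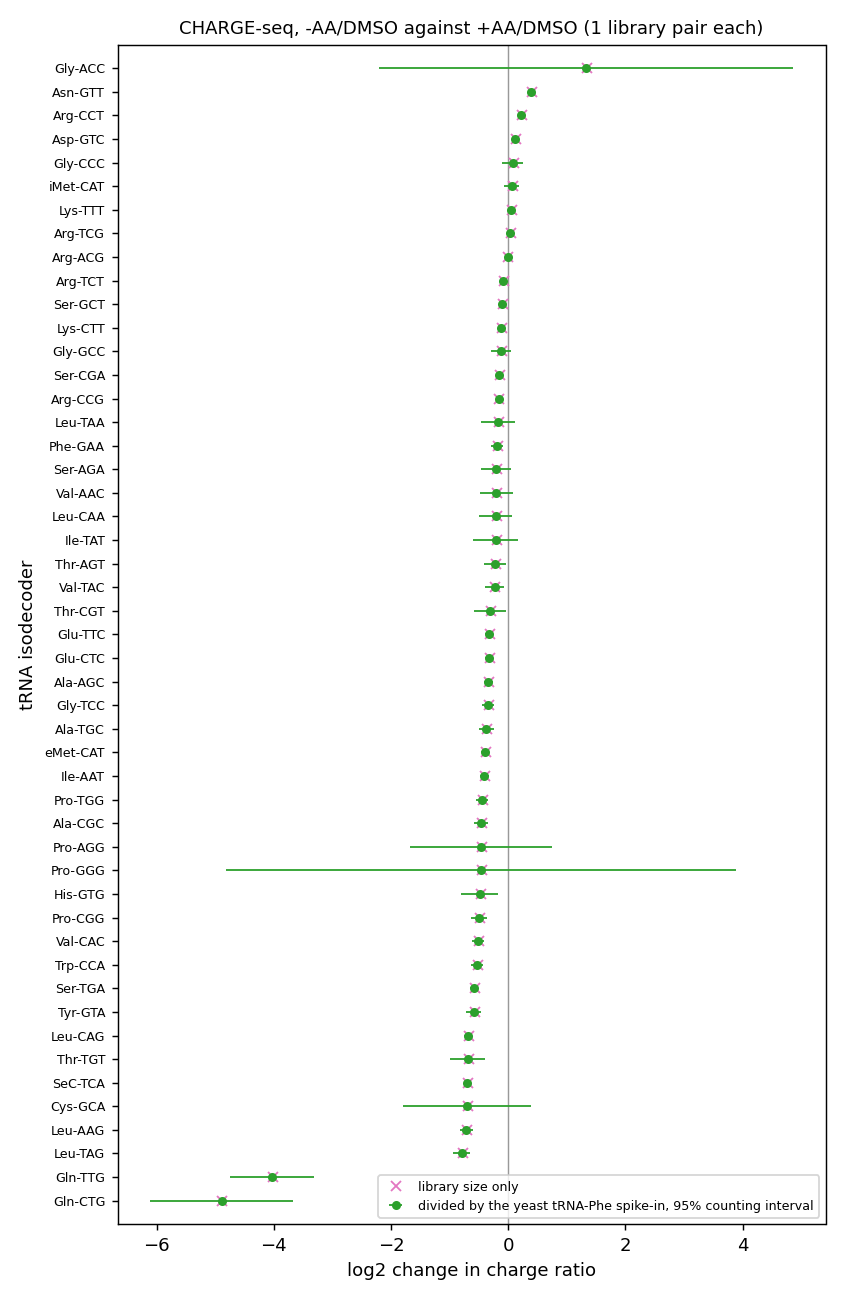
Log2 change in charge ratio between -AA/DMSO and +AA/DMSO (horizontal axis) for each of the 49 cytosolic isodecoders (vertical axis), 1 library pair per condition. Circles are values divided by the yeast tRNA Phe spike-in with their 95% counting interval, and crosses are values scaled by library size alone. Gln-CTG at -4.89 and Gln-TTG at -4.03 lie apart from the others, and the wide intervals of Gly-ACC and Pro-GGG come from at most 6 read pairs per library.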

In fact, the assay revealed that the two known tRNA^Gln^ isodecoders – those corresponding to glutamine codons CAG and CAA – were the sole class of cytosolic tRNAs that became uncharged in amino-acid-deprived cells (Figure 2C). Furthermore, glutaminase inhibitor CB-839 rescued the charge on both tRNA^Gln^ isodecoders in amino-acid-depleted cells, while having no discernible effect on tRNA charging in amino-acid-replete cells. 

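In -AA/CB-839, Gln-CTG had 113 oxidized and 188 non-oxidized read pairs, and its charge ratio was 0.757 (95% interval 0.599 to 0.956). The log2 change against -AA/DMSO was 4.94 (3.71 to 6.16), and the log2 difference from +AA/DMSO, 0.04 (-0.43 to 0.52), was within the counting error. Gln-TTG had 156 oxidized and 287 non-oxidized read pairs and a charge ratio of 0.685 (0.563 to 0.832). It rose by 3.68 (2.95 to 4.41) on the log2 scale against -AA/DMSO, and its difference from +AA/DMSO, -0.36 (-0.74 to 0.03), was also within the counting error. With library size alone, the rises were 4.40 and 3.14. The differences from +AA/DMSO were then -0.48 (-0.95 to -0.00517) for Gln-CTG and -0.88 (-1.26 to -0.50) for Gln-TTG, both outside the counting error. Whether the charge returned to its level in complete medium thus depended on the spike-in here. The paper's uncharged fractions were higher in -AA/CB-839 than in +AA/DMSO. In Experiment 1 they were 0.55 for Gln-CTG and 0.23 for Gln-TTG, against 0 for each in +AA/DMSO. In Experiment 2, which is no separate check, they were 0.45 and 0.51, against 0.23 and 0.11. With library size alone, 42 of the 47 isodecoders of Figure 2C were lower here in -AA/CB-839 than in +AA/DMSO and 5 were higher. The median log2 difference of the 43 outside tRNA Gln and tRNA Met was -0.47. Relative to the median of such isodecoders among the 49 with reads in all libraries, Gln-CTG differed by -0.04 (-0.51 to 0.44). Gln-TTG differed by -0.44 (-0.82 to -0.06). In complete medium, the charge ratios with CB-839 were 1.12 (0.907 to 1.39) for Gln-CTG and 1.15 (0.963 to 1.38) for Gln-TTG, log2 changes of 0.61 (0.16 to 1.06) and 0.39 (0.03 to 0.76). With library size alone, these were 0.38 (-0.08 to 0.83) and 0.16 (-0.20 to 0.52), within the counting error. The rises with the spike-in were not specific to tRNA Gln. Of the 47 isodecoders of Figure 2C, 44 had a higher charge ratio in +AA/CB-839 than in +AA/DMSO, with a median log2 change of 0.27 over the 43 outside tRNA Gln and tRNA Met. With library size alone, 31 were higher and the median was 0.04. No isodecoder of the 47 changed by 2-fold or more in complete medium under either scaling. Among the 4 isodecoders of tRNA Gln and tRNA Met the largest change was that of iMet-CAT, which rose by 0.95 (0.82 to 1.08) with the spike-in and by 0.72 (0.59 to 0.84) with library size alone. eMet-CAT changed by -0.02 (-0.09 to 0.04) with the spike-in, within the counting error, and by -0.25 (-0.32 to -0.19) with library size alone.

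**Figure D2:**
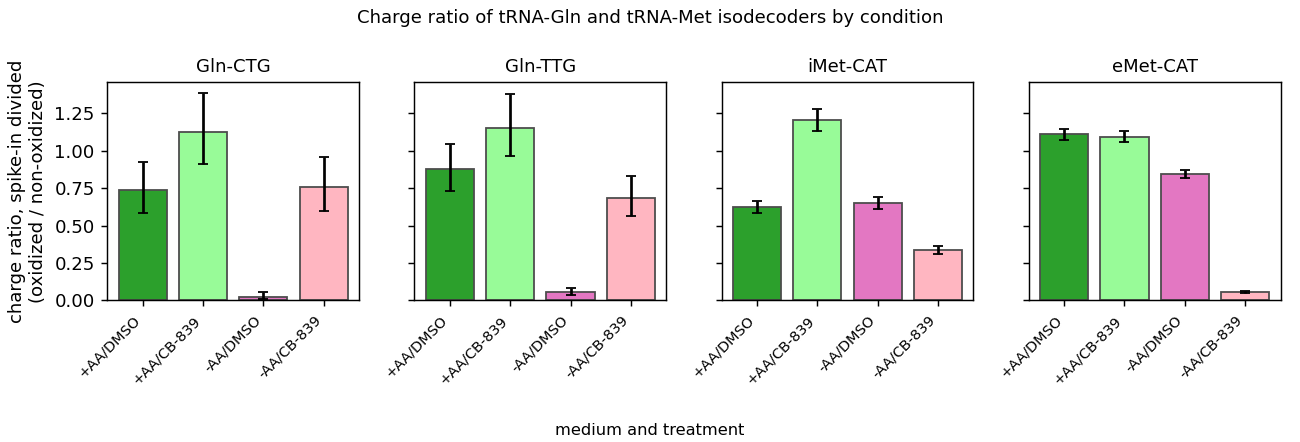
Charge ratio (vertical axis, oxidized over non-oxidized value, each divided by its spike-in) of the isodecoders of tRNA Gln and tRNA Met in the 4 conditions (horizontal axis). Bars are values of 1 library pair and error bars are 95% counting intervals. In -AA/DMSO the bars of Gln-CTG and Gln-TTG stand at 0.0247 and 0.0536, and in -AA/CB-839 that of eMet-CAT stands at 0.0564.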

Interestingly, we also found that the rescue of charged tRNA^Gln^ by CB-839 was accompanied by the uncharging of initiator and elongator tRNA^Met^ species, as well as a reduced charging of several other tRNAs, which might indicate that tRNA^Met^ is the second-most limiting tRNA class in MEFs subjected to amino acid deprivation.

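The elongator eMet-CAT had 9277 oxidized and 7771 non-oxidized read pairs in -AA/DMSO and 385 and 8601 in -AA/CB-839. Its charge ratio went from 0.841 (95% interval 0.815 to 0.868) to 0.0564 (0.0509 to 0.0625), a log2 change of -3.90 (-4.05 to -3.75). The initiator iMet-CAT went from 0.649 (0.610 to 0.690) to 0.335 (0.308 to 0.364), a log2 change of -0.95 (-1.10 to -0.80). Its charge ratio in +AA/DMSO was already 0.621 (0.582 to 0.663). The uncharged fractions in -AA/CB-839 were 0.949 for eMet-CAT and 0.721 for iMet-CAT. The paper's reported values are 0.67 and 0.54 in Experiment 1 and 0.96 and 0.77 in Experiment 2, which is no separate check. The direction for the other tRNAs depended on the spike-in. With the spike-in, 43 of the 47 isodecoders of Figure 2C had a higher charge ratio in -AA/CB-839 than in -AA/DMSO and 4 had a lower one, namely eMet-CAT, iMet-CAT, Leu-TAA and Tyr-GTA. The changes of Leu-TAA, -0.04 (-0.34 to 0.26), and Tyr-GTA, -0.02 (-0.16 to 0.12), were within the counting error, and both isodecoders were singled out after their values were seen. With library size alone, 34 of the 47 were lower and 13 were higher. The median log2 change of the 43 outside tRNA Gln and tRNA Met was 0.41 with the spike-in and -0.13 with library size alone, and the lowest of these 43 was Leu-TAA with -0.58 under the latter. The counting interval lay below 0 for 0 of these 43 and above 0 for 35 with the spike-in, and below 0 for 20 and above 0 for 8 with library size alone. Relative to the median of the 45 isodecoders other than those of tRNA Gln and tRNA Met among the 49 with reads in all libraries, eMet-CAT changed by -4.33 and iMet-CAT by -1.38 on the log2 scale. Gln-CTG and Gln-TTG rose by 4.51 and 3.25 on the same scale.

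**Figure D3:**
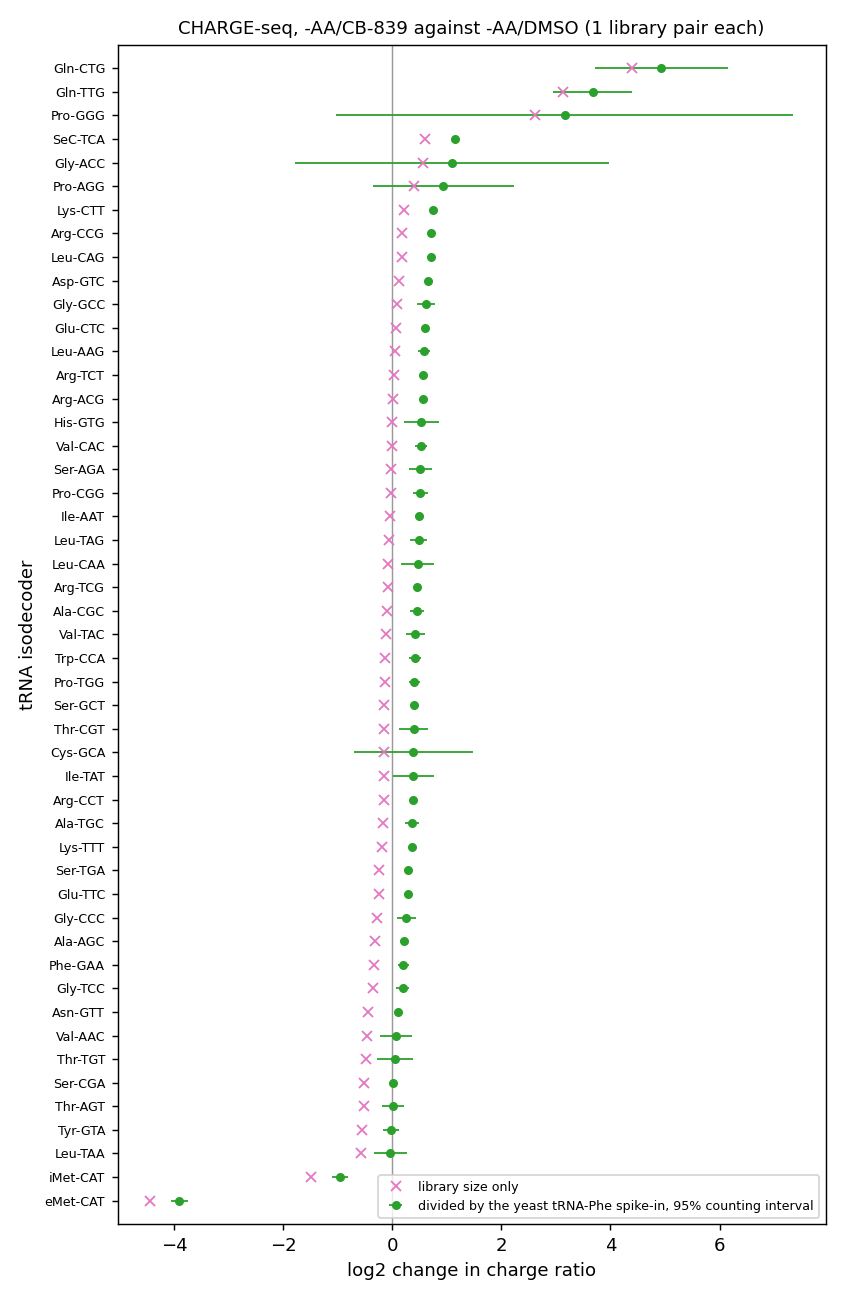
Log2 change in charge ratio between -AA/CB-839 and -AA/DMSO (horizontal axis) for each of the 49 cytosolic isodecoders (vertical axis), 1 library pair per condition. Circles are values divided by the yeast tRNA Phe spike-in with their 95% counting interval, and crosses are values scaled by library size alone, which lie lower by the same amount for every isodecoder. eMet-CAT at -3.90 and iMet-CAT at -0.95 are the lowest with the spike-in.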

To confirm the CHARGE-seq results, we also utilized the qPCR method described above, and observed a similar rescue of tRNA^Gln^ charging by CB-839 and a reciprocal uncharging of tRNA^Met^ (Figure 2D). Consistent with the observed CB-839-triggered depletion of charged tRNA^Met^, GLS inhibition had only a marginal effect on GCN2 phosphorylation in MEFs deprived of amino acids for 6 hr (Figure 2E), or when cells were cultured for 24 hr in a 5% amino acid DMEM formulation, in which each amino acid contained in standard DMEM was supplied at a fraction equaling 5% of that in DMEM (Figure 2F).

To determine if our findings were generalizable to other cell types and species, we examined tRNA charging in human cell lines and detected the same pattern of selective depletion of charged tRNA^Gln^ and its rescue by CB-839. As presented in Figure 2—figure supplement 1, A498, a renal cell line, and MiaPaCa2, a pancreatic cell line, show selective depletion of tRNA^Gln^ when deprived of extracellular amino acids that can be recovered by treatment with CB-839 (Figure 2—figure supplement 1A,B).

Interestingly, there was no uncharging of tRNA^Met^ in A498 or MiaPaCa2 when tRNA^Gln^ charging was restored in cells cultured in amino-acid-deficient medium. Instead, uncharging of tRNA^Arg^ was detected in MiaPaCa2 cells (Figure 2—figure supplement 1B), but not in A498 cells (Figure 2—figure supplement 1A). These observations indicate that the limiting nature of various charged tRNA pools may be dictated by the cellular context and differences in metabolism of individual amino acids in these cells. The specific loss of charged tRNA^Met^ in amino-acid-deprived MEFs upon restoring the charged form of tRNA^Gln^ could be potentially explained by the critical role of methionine in S-adenosyl-methionine (SAM) production in support of cellular methylation and glutathione production through the transsulfuration pathway (Zhu et al., 2019).

In contrast, in MiaPaCa2, a pancreatic ductal adenocarcinoma (PDAC) cell line, the rescue of tRNA^Gln^ charging triggered the uncharging of tRNA^Arg^ instead. This finding may indicate that arginine is more profoundly limiting in amino-acid-depleted MiaPaCa2 cells than even methionine. This effect could be explained by the fact that MiaPaCa2, as are many other PDAC-derived lines, is deficient for argininosuccinate synthetase (ASS1), and is, as a result, an arginine auxotroph (Singh et al., 2019). The inability of MiaPaCa2 cells to produce arginine de novo from citrulline and aspartate may thus explain the observed phenomenon that as soon as tRNA^Gln^ charging is restored in these cells, arginine becomes the most limiting substrate for tRNA charging.

The effect of the rescue of tRNA^Gln^ charging by CB-839 in amino-acid-deprived A498 cells was intriguing, as it leads to neither tRNA^Met^ nor tRNA^Arg^ losing their charge. Of note, the observed lack of compensatory tRNA uncharging is mirrored by a near-complete reversal of amino acid depletion-triggered GCN2 activation in A498 cells (Figure 2—figure supplement 1C,D) in contrast to MEFs (Figure 2E,F) and MiaPaCa2 cells (Figure 2—figure supplement 1E,F). The metabolic basis of this effect remains to be investigated. Taken together, the heterogeneity of responses of the tRNA compartment to charged tRNA^Gln^ restoration in amino-acid-depleted cells may be an important new factor in understanding the amino acid requirements of different cell types.

In agreement with published studies, CB-839 inhibited proliferation of MEFs (Figure 2—figure supplement 1G), A498 (Figure 2—figure supplement 1H), and MiaPaCa2 (Figure 2—figure supplement 1I) cells in complete (100% AA) medium. However, the cell lines were not sensitive to glutaminase inhibition when cultured in low AA DMEM (5% AA). In fact, CB-839 treatment enabled proliferation of A498 cells (Figure 2—figure supplement 1H) in 5% AA DMEM. Collectively, these observations suggest that while glutaminase activity is beneficial for fueling biosynthesis and cell proliferation when amino acids are plentiful, it may, in fact, become a liability for cells that encounter amino-acid-poor environments. Indeed, we detected that cells maintain a robust expression of glutaminase regardless of the status of their amino acid supply (Figure 2—figure supplement 1J), further supporting the key role of glutaminase in depleting charged tRNA^Gln^ in amino-acid-poor conditions.

CB-839 treatment also suppressed the eventual reactivation of mTORC1 upon a prolonged amino acid deprivation in all cell types tested (Figure 2E,F and Figure 2—figure supplement 1C–F), while no effect of CB-839 on mTORC1 activity in presence of amino acids was evident. One possible explanation of this effect is that by restoring charged tRNA^Gln^ pools, inhibition of glutaminolysis may, in fact, bolster adaptive translation in amino-acid-depleted environments. This increase in translation may deplete the levels of essential amino acids such as methionine (Figure 2D) and arginine (Figure 2—figure supplement 1B), needed to activate mTORC1.

Intriguingly, CB-839 treatment was associated with an increase in ATF4 accumulation in amino-acid-poor conditions across all cellular contexts tested (Figure 2F, Figure 2—figure supplement 1D, Figure 2—figure supplement 1F), despite eliciting no further increase in GCN2 phosphorylation. Translational upregulation of ATF4, a master coordinator of amino acid stress response, is known to be driven by the GCN2-mediated eIF2α phosphorylation in a highly specific manner (Dever et al., 1992; Vattem and Wek, 2004). However, ATF4 protein is also a very short-lived protein with a half-life of only 1 hr (Lassot et al., 2001) – which, paradoxically, makes its accumulation highly dependent on the cellular ability to carry out translation. Taking this into account, the increase in ATF4 accumulation in amino-acid-depleted cells upon CB-839 treatment may indicate that restoring tRNA^Gln^ charging augments the total cellular capacity for translation – which, in turn, allows cells to accumulate more ATF4. In view of this observation, we set out to further explore how restoration tRNA^Gln^ charging affects translation.

### Glutaminase inhibitors augment translation in amino-acid-deprived cells

The observation that glutaminase inhibitor treatment boosted ATF4 levels in amino-acid-deprived cells has prompted us to examine the effect of glutaminase inhibitors on bulk translation in these conditions. To this end, we measured the amount of OPP incorporation in MEFs subjected to amino-acid-replete and -deficient media in presence or absence of CB-839. Indeed, glutaminase inhibition markedly increased bulk translation in amino-acid-deprived cells (Figure 3A). A similar effect was observed with other available GLS inhibitors – BPTES and Compound 968 (Figure 3B). Moreover, supplying L-glutamine at the concentration of 200 μM (which represents 5% of DMEM formulation) facilitated translation in amino-acid-deprived cells to an extent similar to that seen upon GLS inhibition (Figure 3C). In contrast, supplying 10 μM L-methionine (5% of DMEM formulation) had no effect on the overall translation rate, indicating that translation in amino-acid-deprived cells is hampered specifically by the deficit of charged tRNA^Gln^, which must be resolved before any benefit could be derived from resupplying other limiting amino acids. Similarly to the effects observed in MEFs, either glutaminase inhibition or supplementation of exogenous glutamine rescued amino acid withdrawal-associated suppression of translation in MiaPaCa2 (Figure 3—figure supplement 1A) and A498 (Figure 3—figure supplement 1B) cells as well. This result indicates that the loss of tRNA^Gln^ charging is a key limiting factor for new protein synthesis in amino-acid-poor conditions across a variety of cellular contexts.

**Figure 3.**
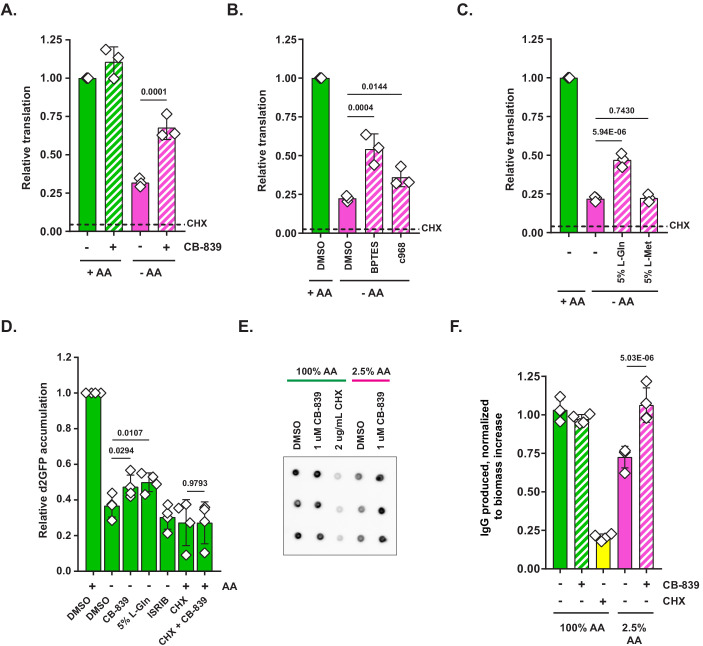
Glutaminase inhibition facilitates protein synthesis when amino acids are limiting. (**A**) Mouse embryonic fibroblasts (MEFs) were treated with complete or amino-acid-free DMEM for 6 hr in presence (+) or absence (-) of 1 μM glutaminase inhibitor CB-839. Translational activity was determined by measuring O-propargyl-puromycin (OPP) incorporation. Dotted line indicates relative amount of OPP incorporation in cells pretreated with 10 μg/mL cycloheximide (CHX). Data are shown as mean ± SD of N = 3 biological replicates. (**B**) MEFs were treated with complete or amino-acid-free DMEM in presence of 10 μM BPTES, 10 μM Compound 968 or DMSO as a control. Translation was assayed as in (**A**). Data are shown as mean ± SD of N = 3 biological replicates. (**C**) MEFs were treated with complete or amino-acid-free DMEM in presence of 200 μM L-glutamine (5% of DMEM formulation) or 10 μM L-methionine (5% of DMEM formulation). Translation was assayed as in (**A**). Data are shown as mean ± SD of N = 3 biological replicates. (**D**) MEFs transduced with an inducible d2GFP construct (a GFP ORF fused to a degron of mouse ornithine decarboxylase) were treated with complete or amino-acid-free DMEM with doxycycline for 6 hr in presence of indicated treatments. GFP fluorescence was measured by FACS. Data are shown as mean ± SD of N = 4 biological replicates. (**E**) A20 B-cell lymphoma cells were stimulated with 4 μg/mL concanavalin A for 72 hr in complete RPMI to induce immunoglobulin synthesis. Concanavalin-A-stimulated cells were treated with 100% AA RPMI or 2.5% AA RPMI (in which each amino acid was supplied at 2.5% of standard RPMI formulation) in presence or absence of 1 μM glutaminase inhibitor CB-839 or 2 μg/mL of cycloheximide (CHX) as indicated for 24 hr. Contents of wells were harvested and centrifuged to remove cells. Supernatant volumes were corrected for differences in cellular biomass accumulation over the treatment course. Biomass-corrected supernatants were applied onto a nitrocellulose paper and blotted with an anti-mouse HRP-conjugated antibody. Data are shown as mean ± SD of N = 4 biological replicates. (**F**) Quantification of the dot blot from (**E**). p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**A–D, E**). See also Figure 3—figure supplement 1. Figure 3—source data 1.Summary data and statistics for O-propargyl-puromycin assays, GFP reporter assays and IgG secretion assay presented in Figure 3 and Figure 3—figure supplement 1.

**Figure 3—figure supplement 1.**
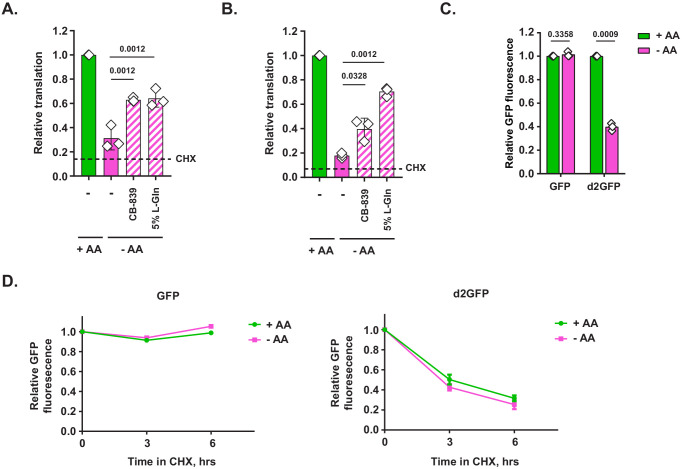
Additional data on translational capacity of amino-acid-deprived cells across a variety of cellular contexts. (**A, B**) MiaPaCa2 (**A**) or A498 (**B**) cells were treated as indicated for 6 hr and analyzed by O-propargyl-puromycin (OPP) incorporation assay. Data are shown as mean ± SD of N = 3 biological replicates. (C) Mouse embryonic fibroblasts (MEFs) were transduced with an inducible GFP or d2GFP construct in a retroviral vector. Construct expression was induced with doxycycline for 24 hr, after which cells were switched into either complete or amino-acid-free DMEM in the presence of doxycycline for 6 hr. GFP fluorescence was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. (**D**) GFP- or d2GFP-transduced MEFs were treated with complete or amino-acid-free DMEM for indicated periods of time in the presence of cycloheximide to block new protein production. GFP fluorescence at indicated time points was measured by FACS. Data are shown as mean ± SD of N = 2 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**A, B**) or by paired Student's t test (**C**).

Although the OPP incorporation assay provides a general measure of translational activity, it does not necessarily reflect a capacity of a cell to successfully produce complete, functional proteins – a property critical for maintaining cell viability, avoiding proteotoxic stress and allowing translation of stress-adaptive factors. To assess the capacity of cells to produce functional proteins in amino-acid-deprived conditions, we utilized a retrovirally encoded stable GFP reporter (half-life ~26 hr) and a destabilized GFP reporter, in which a GFP ORF was fused to a degron of mouse ornithine decarboxylase (d2GFP, half-life ~2 hr) (described in Li et al., 1998). Due to its short half-life, d2GFP must be continuously synthesized in order to be maintained at a stable level within the cell. Indeed, a 6 hr amino acid deprivation led to a precipitous decline in d2GFP signal, while having no effect on the stable GFP levels (Figure 3—figure supplement 1C). This effect could not be explained by an increase in clearance of d2GFP from amino-acid-deprived cells, as measured by a cycloheximide chase (Figure 3—figure supplement 1D).

Consistent with the observed effect on OPP incorporation, adding CB-839 or 5% L-Gln to amino-acid-deprived cells resulted in an increase in d2GFP accumulation (Figure 3D). No such effect was observed when amino-acid-deprived cells were treated with eIF2B activator ISRIB. This suggests that the effect of CB-839 on GFP accumulation is not a consequence of the relief of the phospho-eIF2α-driven translational inhibition. Finally, CB-839 treatment did not prevent the clearance of d2GFP from cells in which translation was arrested with cycloheximide, suggesting that CB-839-driven increase in d2GFP was not due to a non-specific interference of CB-839 with the protein degradation machinery (Figure 3D).

To further validate the conclusion that glutaminase inhibition augments translational capacity in amino-acid-limiting conditions, we asked whether synthesis of secreted proteins by a dedicated protein-producing cell, such as a plasma cell, which is estimated to secrete its entire protein weight in immunoglobulin per day, would be similarly bolstered by glutaminase inhibitors in amino-acid-limited conditions. To this end, we stimulated a B-cell lymphoma A20 cell line with concanavalin A, a plant-derived lectin, to induce immunoglobulin production (Kim and Dejoy, 1986) and compared the IgG output in amino-acid-replete (100% AA RPMI) versus amino-acid-limited (2.5% AA RPMI) conditions. As expected, IgG yield by A20 cells was reduced when amino acids were limiting, yet a concomitant inhibition of glutaminase with CB-839 restored it to a level comparable to that seen in amino-acid-replete cells (Figure 3E,F). Taken together, these results indicate that the selective loss of charged tRNA^Gln^ limits translation in amino-acid-depleted cells, which can be counteracted by adding exogenous glutamine or blocking glutamine consumption in a glutaminolysis reaction.

### Polyglutamine-tract-containing proteins are sensitive to amino acid depletion

Glutamine accounts for approximately 4.6% of the amino acid residues within human protein sequences, which makes it neither a particularly common nor a particularly rare amino acid. However, there are 68 proteins in the human proteome that contain uninterrupted tracts of 10 or more glutamine residues, known as polyglutamine, or polyQ, tracts. PolyQ tracts are thought to provide flexibility within multisubunit protein complexes (Tóth-Petróczy et al., 2008) as well as to be functionally involved in phase separation phenomena (Fiumara et al., 2010; Vitalis et al., 2007). In addition, expansions of polyQ tracts in select proteins underlie the pathology of a several neurodegenerative diseases including Huntington’s disease and spinocerebellar ataxia (Lieberman et al., 2019). Since amino acid depletion triggers a profound depletion of charged tRNA^Gln^ pools, we hypothesized that translation of polyQ tracts may be particularly sensitive to amino acid depletion, which would lead to a collective downregulation of polyQ-containing proteins. Indeed, culturing MiaPaCa2 cells in amino-acid-depleted conditions (5% AA) significantly reduced the levels of several polyQ proteins, including TATA-box binding protein (TBP), mediator complex subunit 12 (MED12), core binding factor α1 (CBPα1), and CREB-binding protein (CBP). In contrast, proteins lacking polyQ tracts showed little to no depletion in 5% AA, indicating that polyQ-containing proteins are particularly sensitive to amino acid deficit (Figure 4A). Furthermore, supplementing amino-acid-depleted medium with either CB-839 or glutamine restored the levels of all four polyQ-containing proteins tested, suggesting that levels of polyQ proteins can be modulated by changes in the availability of glutamine for translation. A similar pattern was also observed in MEFs subjected to amino acid limitation (Figure 4—figure supplement 1A,B).

**Figure 4.**
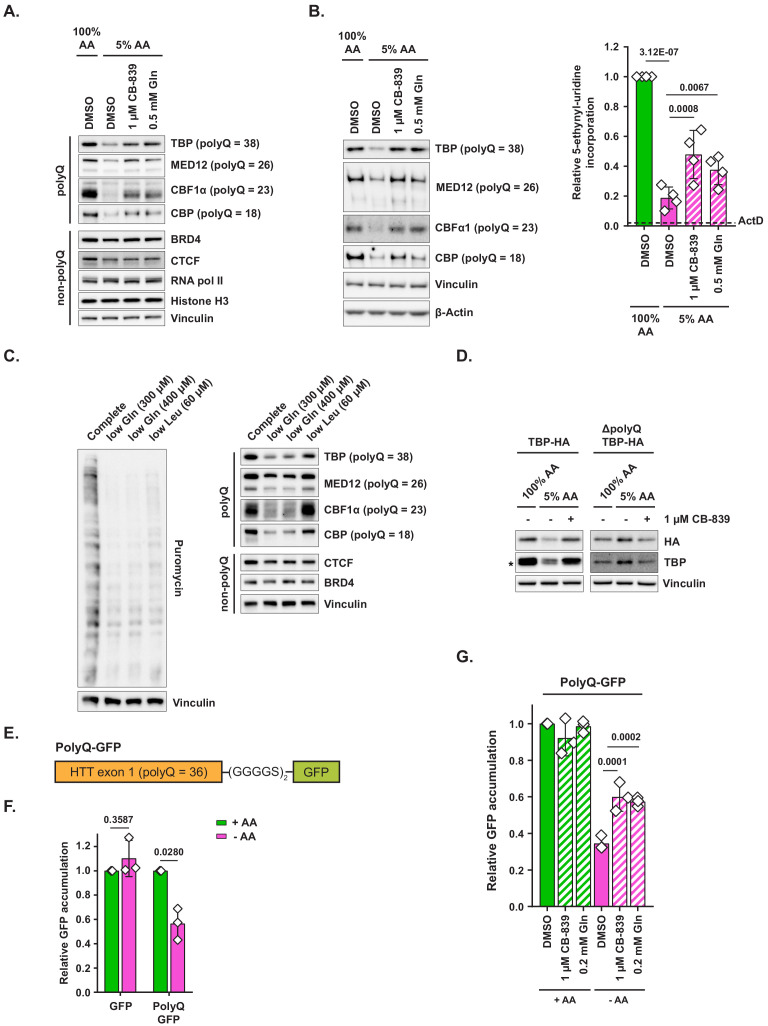
Polyglutamine-tract-containing proteins are depleted from amino-acid-deprived cells and can be recovered by glutaminase inhibition or glutamine addition. (**A**) MiaPaCa2 cells were treated as shown for 48 hr. Levels of indicated proteins were examined by western blotting. A representative result (out of three independent experiments) is shown. (**B**) MiaPaCa2 cells were treated as indicated for 72 hr and nascent RNA synthesis was monitored by 5-ethynyl-uridine (5-EU) incorporation. Levels of indicated polyQ proteins were concurrently measured by western blot. Dotted line represents the relative value of 5-EU incorporation in cells in which transcription was arrested via actinomycin D (ActD) pretreatment for 10 min prior to adding 5-EU. Data are shown as mean ± SD of N = 4 biological replicates. (**C**) MiaPaCa2 cells were treated with media containing reduced quantities of glutamine or leucine or with complete medium for 48 hr, at which point new protein synthesis was assayed by puromycin incorporation. Levels of indicated polyQ and non-polyQ proteins were determined by western blotting in a parallel set of identically treated samples. A representative result (out of three independent experiments) is shown. (**D**) MiaPaCa2 cells were transduced with an empty retroviral vector, HA-tagged recombinant TBP (TBP-HA) or HA-tagged recombinant TBP with polyQ tract deleted (ΔpolyQ TBP-HA). Cells were treated as indicated for 48 hr, and levels of recombinant and endogenous TBP were determined by western blot. An asterisk indicates endogenous TBP. A representative result (out of three independent experiments) is shown. (**E**) A diagram depicting PolyQ-GFP reporter design. (**F**) Mouse embryonic fibroblasts (MEFs) were transduced with an inducible GFP or PolyQ-GFP construct in a retroviral vector. Cells were treated with complete or amino-acid-free DMEM in presence of doxycycline for 6 hr. GFP fluorescence was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. (**G**) MEFs transduced with the PolyQ-GFP construct in a retroviral vector were treated with doxycycline-containing complete or amino-acid-free DMEM in presence of 1 μM glutaminase inhibitor CB-839, 200 μM L-glutamine + DMSO, or DMSO alone for 6 hr. GFP fluorescence was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**B,G**) or by paired Student’s t test (**F**). See also Figure 4—figure supplement 1. Figure 4—source data 1.Summary data and statistics for 5-ethynyl-uridine assays and GFP reporter assays in Figure 4 and Figure 4—figure supplement 1.

**Figure 4—figure supplement 1.**
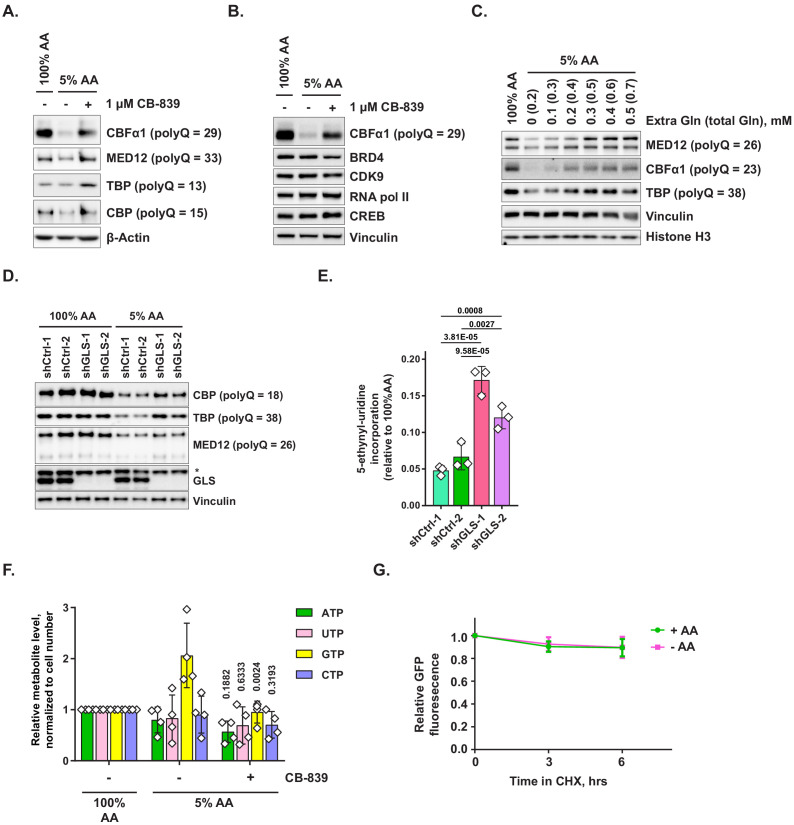
Additional data on the recovery of expression of polyglutamine-tract-containing proteins and cellular transcriptional activity via glutaminase inhibition or glutamine supplementation. (**A**) MEFs were treated as shown for 48 hr and harvested for western blotting. Protein levels of indicated polyQ proteins were analyzed by western blotting. A representative result (out of N = 5 independent experiments) is shown. (**B**) Levels of indicated non-polyQ proteins were determined in cells treated as in (**A**), with CBF1α serving as a polyQ-containing control. A representative result (out of N = 3 independent experiments) is shown. (**C**) MiaPaCa2 cells were treated as shown for 48 hr and levels of indicated proteins were analyzed by western blotting. A representative result (out of N = 3 independent experiments) is shown. (**D, E**) MiaPaCa2 cells transduced with shRNAs against GLS or with control shRNAs were treated for 48 hr as shown. Levels of indicated proteins were assessed by western blotting (**D**), and transcriptional activity (mean ± SD of independent replicates) was measured via 5-EU incorporation assay (**E**). The data presented are representative of three independent experiments. An asterisk denotes a non-specific band. (**F**) MiaPaCa2 cells were treated as indicated for 72 hr and relative levels of ribonucleotide triphosphates were determined by mass spectrometry. Data are shown as mean ± SD of N = 4 biological replicates. p-Values (in comparison with 5% AA condition) were calculated by one-way ANOVA with Holm-Sidak post-test. (**G**) PolyQ-GFP-transduced MEFs were treated with complete or amino-acid-free DMEM for indicated periods of time in the presence of cycloheximide to block new protein production. GFP fluorescence at indicated time points was measured by FACS. Data are shown as mean ± SD of N = 2 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**E, F**).

Next, we set out to determine the minimal dose of extracellular glutamine under which cells are still able to maintain the expression of polyQ proteins. Specifically, we compared the levels of polyQ proteins in cells that were exposed to either 5% AA medium (which contains 0.2 mM glutamine) or to 5% AA medium supplemented with additional glutamine, with doses ranging from 0.1 to 0.5 mM (Figure 4—figure supplement 1C). Indeed, glutamine concentrations found in circulation (~0.6–0.7 mM) allowed cells to maintain polyQ protein expression, those found in the peripheral regions of various solid tumors (~0.4–0.5 mM) (Pan et al., 2016) resulted in an intermediate level of polyQ protein expression, and finally, the concentrations found in the tumor core regions (~0.2 mM) led to the marked depletion of polyQ proteins from cells. This observation indicates that glutamine concentrations found in nutrient-poor regions within solid tumors in vivo could indeed be sufficient to deplete polyQ proteins and that the regional differences in glutamine availability may establish a pattern of heterogeneous polyQ protein expression within tumors.

PolyQ tracts are significantly more likely to be found in proteins involved in transcriptional regulation (Albà and Guigó, 2004) – including the four polyQ proteins tested in our study – which led us to hypothesize that collective depletion of polyQ proteins in amino-acid-limited cells may be associated with reduced RNA synthesis. Indeed, we found that exposing cells to limiting amino acid conditions markedly suppressed incorporation of labeled uridine into nascent RNA, which could be partially restored by CB-839 or added glutamine, thus mirroring the effect these conditions had on polyQ protein levels (Figure 4B). To further verify the on-target nature of CB-839-mediated restoration of polyQ protein expression and labeled uridine incorporation, we suppressed GLS expression in cells by RNA interference. Similarly to the effects observed with CB-839 and with exogenous glutamine supplementation, shRNA constructs targeting human GLS, but not control shRNAs, resulted in a significant rescue of both polyQ protein expression (Figure 4—figure supplement 1D) as well as of labeled uridine incorporation (Figure 4—figure supplement 1E) in amino-acid-depleted cells.

Importantly, glutaminase inhibition did not increase the size of nucleotide triphosphate pools in amino-acid-depleted cells, indicating that its effect on RNA synthesis is unlikely to be explained by increased nucleotide availability under these conditions (Figure 4—figure supplement 1F). Taken together, these observations raise the possibility that the presence of polyQ tracts within transcriptional regulators may represent an amino-acid-sensing adaptation that allows a cell to modulate transcriptional output in response to changes in amino acid availability.

Our observations indicate that depletion of charged tRNA^Gln^ in cells cultured in amino-acid-poor conditions may compromise the cell’s ability to maintain levels of polyQ-containing proteins. To test this hypothesis further, we asked whether depletion of glutamine alone, but not of an unrelated amino acid, could trigger a decline in polyQ protein levels. To this end, we cultured cells in either glutamine-poor (300 or 400 μM L-glutamine) or in leucine-poor (60 μM L-leucine) medium for 48 hr. Even though both glutamine-poor and leucine-poor conditions equivalently inhibited bulk translation, only glutamine-poor formulations led to a significant depletion of polyQ proteins (Figure 4C). In a pattern similar to the one observed in 5% AA medium, non-polyQ proteins underwent little to no decline in either of these conditions. Taken together, these observations indicate that depletion of glutamine specifically, and not the inhibition of translation associated with the depletion of a different amino acid, is responsible for the observed decline in polyQ protein levels.

To further test whether polyQ tracts sensitize proteins that harbor them to amino acid deficit-associated depletion, we transduced cells with a retrovirally encoded HA-tagged TBP with its polyQ tract intact, or with a mutant form of TBP in which its 38 residue-long polyQ tract has been reduced down to two glutamine residues (ΔpolyQ TBP-HA). As expected, recombinant TBP with an intact polyQ tract behaved similarly to endogenous TBP protein – that is, its levels declined precipitously in amino-acid-depleted conditions and were fully restored by CB-839 (Figure 4D). In contrast, levels of recombinant TBP lacking the polyQ tract (ΔpolyQ TBP-HA) showed no decline upon amino acid depletion. Taken together, these data indicate that the polyQ tract is required for the sensitivity of TBP to amino acid depletion.

Conversely, we asked whether adding a polyQ tract to a non-polyQ protein is sufficient to make it sensitive to amino acid limitation. To this end, we designed a retrovirally encoded inducible polyQ protein reporter (PolyQ-GFP), comprised of a first exon of a mildly pathogenic allele of human huntingtin (HTT) gene (which contains a 36-residue polyQ tract) fused via a flexible linker to a GFP ORF (Figure 4E). Reporter expression was induced with doxycycline in presence or absence of extracellular amino acids and cells were monitored for the accumulation of GFP signal by FACS. In contrast to control GFP-expressing cells, in which the amount of fluorescence accumulation over the course of 6 hr was not affected by the absence of extracellular amino acids, PolyQ-GFP-expressing cells accumulated markedly less fluorescence in amino-acid-depleted than in complete medium (Figure 4F). This effect could not be attributed to the decreased half-life of PolyQ-GFP protein in amino-acid-deprived cells (Figure 4—figure supplement 1G). Importantly, both CB-839 and supplementing additional glutamine facilitated PolyQ-GFP accumulation in amino-acid-deprived cells, providing additional evidence that restoring charged tRNA^Gln^ pools may ameliorate the defect in polyQ protein synthesis in an amino-acid-limited state (Figure 4G).

### Translation of polyglutamine-containing transcripts in amino-acid-depleted cells is error-prone

A recent study of translation of polyglutamine-containing human huntingtin transcript has revealed that an RNAi-mediated depletion of tRNA^Gln^, or an overexpression of tRNA^Ala^, leads to a decreased translational fidelity of its polyQ tract, resulting in a −1 ribosomal frameshift from a (CAG)_n_ into a (GCA)_n_ frame, and consequently, formation of a polyalanine-containing polypeptide product (Girstmair et al., 2013). Based on these findings, we hypothesized that amino acid deprivation may similarly reduce translational fidelity on polyQ tracts as a consequence of an imbalance in charged tRNA^Gln^ pools relative to the rest of the tRNA compartment. To test this idea, we modified the PolyQ-GFP reporter by introducing a single base pair deletion downstream of the polyQ tract, which shifts the GFP ORF out of frame relative to the polyQ tract, and subcloned it into a lentiviral vector (Figure 5A). As a result of such frame mismatch, an in-frame translation of the polyQ tract does not allow GFP to be expressed, while a −1 frameshift into a (GCA)_n_ frame repairs the GFP frame and leads to GFP accumulation.

**Figure 5.**
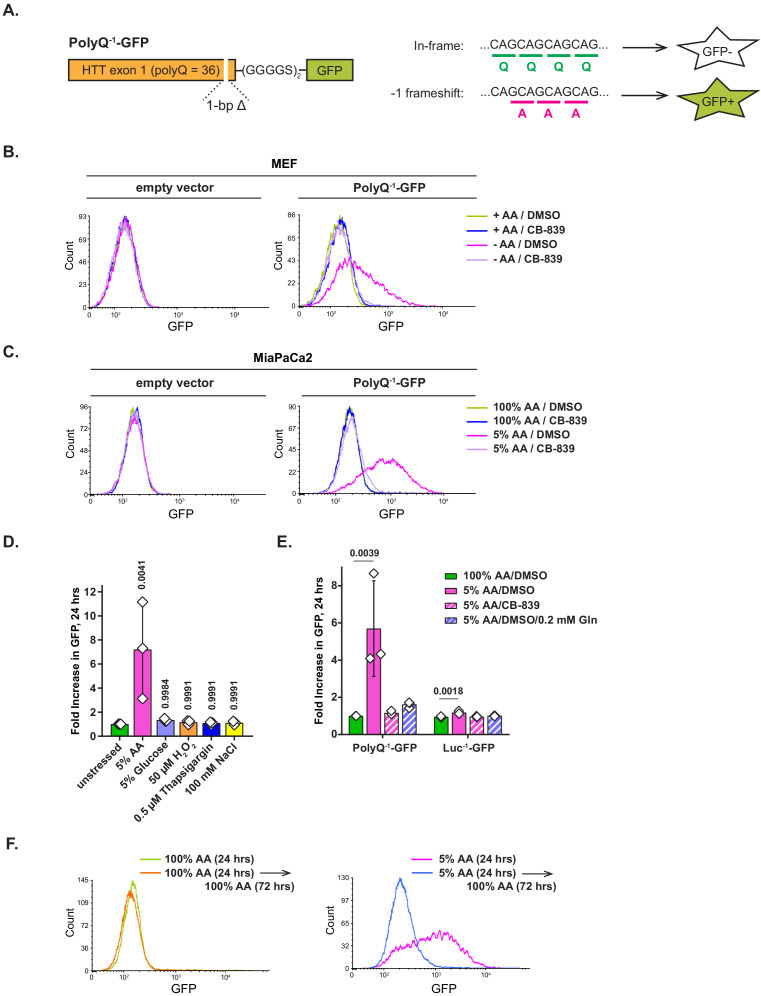
Amino acid depletion triggers frame shifting within polyglutamine-tract-containing proteins, which can be recovered by glutaminase inhibition or glutamine addition. (**A**) A diagram depicting PolyQ^−1^-GFP reporter design and projected outcomes of an in-frame (relative to a (CAG)_n_ stretch) or a −1 frame shifted translation. (**B**) Mouse embryonic fibroblasts (MEFs) transduced with PolyQ^−1^-GFP reporter or empty vector control were treated with complete or amino-acid-free DMEM in presence of 1 μM glutaminase inhibitor CB-839 or DMSO for 9 hr. GFP fluorescence was measured by FACS. A representative result (out of three independent experiments) is shown. (**C**) MiaPaCa2 cells transduced with PolyQ^−1^-GFP reporter or empty vector control were treated with 100% AA or 5% AA DMEM in presence or absence of 1 μM glutaminase inhibitor CB-839 for 24 hr. GFP fluorescence was measured by FACS. A representative result (out of at least three independent experiments) is shown. (**D**) MiaPaCa2 cells transduced with PolyQ^−1^-GFP reporter were exposed to indicated stressors for 24 hr. GFP fluorescence was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. (**E**) MiaPaCa2 cells transduced with PolyQ^−1^-GFP or Luc^−1^-GFP reporter were treated as indicated for 24 hr. GFP accumulation was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. (**F**) PolyQ^−1^-GFP reporter-transduced MiaPaCa2 cells were treated with 100% AA or 5% AA DMEM for 24 hr, then cultured in 100% AA medium for additional 72 hr. GFP fluorescence was measured by FACS. A representative result (out of three independent experiments) is shown. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test (**D, E**). See also Figure 5—figure supplement 1. Figure 5—source data 1.Summary data and statistics for GFP reporter assays presented in Figure 5 and Figure 5—figure supplement 1.

**Figure 5—figure supplement 1.**
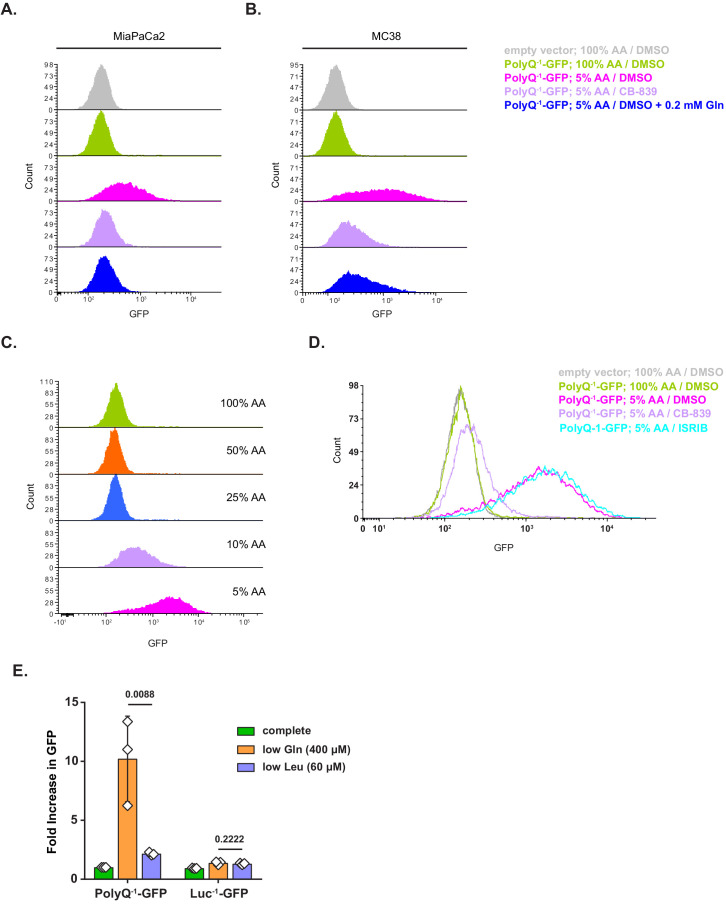
Additional data on the amino acid depletion-triggered translational fidelity loss associated with polyglutamine tracts. (**A, B**) PolyQ^−1^-GFP-transduced MiaPaCa2 (**A**) or MC38 (**B**) cells were treated as indicated for 24 hr. GFP accumulation was measured by FACS. A representative result (out of two independent experiments) is shown. (**C**) PolyQ^−1^-GFP-transduced MiaPaCa2 cells were treated with DMEM containing indicated levels of amino acids for 24 hr. GFP accumulation was measured by FACS. A representative result (out of two independent experiments) is shown. (**D**) PolyQ^−1^-GFP-transduced MiaPaCa2 cells were treated with 100% AA or 5% AA DMEM in presence of 1 μM CB-839, 0.4 μM ISRIB or DMSO as a control for 24 hr. GFP accumulation was measured by FACS. A representative result (out of three independent experiments) is shown. (**E**) PolyQ^−1^-GFP- or Luc^−1^-GFP-expressing MiaPaCa2 cells were treated with indicated media for 48 hr and GFP accumulation was measured by FACS. Data are shown as mean ± SD of N = 3 biological replicates. p-Values were calculated by one-way ANOVA with Holm-Sidak post-test.

Indeed, while PolyQ^−1^-GFP-expressing MEFs cultured in complete medium expressed no GFP, amino acid deprivation triggered a marked GFP accumulation. This effect was completely blocked by CB-839 (Figure 5B). To test whether human cells also exhibited a loss of translational fidelity, MiaPaCa2 cells were cultured in 5% AA DMEM for 24 hr. Growth in 5% AA medium triggered GFP accumulation as well (Figure 5C), and this accumulation was also suppressed by CB-839 (Figure 5C, Figure 5—figure supplement 1A) or by adding exogenous glutamine (Figure 5—figure supplement 1A). In contrast, no frameshift-dependent translation of GFP was observed in MiaPaCa2 cells grown in complete (100% AA) medium with or without CB-839. A similar pattern was also evident in PolyQ^−1^-GFP reporter-transduced murine colon carcinoma cell line MC38 (Figure 5—figure supplement 1B).

Notably, the extent of GFP accumulation correlated with the extent of amino acid depletion. Thus, a milder (10%) amino acid depletion also resulted in GFP accumulation within 24 hr, albeit to a lesser extent than what was observed in 5% DMEM (Figure 5—figure supplement 1C). In contrast to glutamine pool-restoring treatments such as glutaminase inhibition and supplementing additional exogenous glutamine, amino acid stress response inhibitor ISRIB had no effect on the GFP expression (Figure 5—figure supplement 1D), suggesting that the frame shifting effect is unlikely to be orchestrated by eIF2α phosphorylation-associated amino acid stress response program. Taken together, these observations indicate that across a variety of cellular contexts, amino acid depletion renders translation of polyglutamine-tract-containing transcripts prone to frame shifting. In addition, we found that inhibiting glutaminase or supplying exogenous glutamine counters the loss of translational fidelity in this reporter context, which implicates the deficit of the charged form of tRNA^Gln^ in this phenomenon.

We wondered if the frame shifting effect is strictly an amino acid depletion-associated phenomenon, or if it can be triggered by other stresses as well. To this end, we subjected PolyQ^−1^-GFP reporter-transduced MiaPaCa2 cells to an array of diverse cellular stresses in addition to amino acid depletion – namely, glucose depletion, oxidative stress, endoplasmic reticulum (ER) stress as well as osmotic stress (Figure 5D). Only amino acid depletion-associated stress resulted in GFP accumulation, indicating that amino acid deficit is a specific trigger for translational frame shifting.

To verify that the frame shifting phenotype observed in PolyQ^−1^-GFP reporter-expressing cells required the polyQ tract, we created a control −1 frameshift reporter (Luc^−1^-GFP), in which the HTT fragment was substituted with the N-terminal region of *Renilla* luciferase of an equal length, the sequence of which lacks polyQ tracts. In contrast to PolyQ^−1^-GFP reporter-expressing cells, Luc^−1^-GFP cells displayed minimal GFP accumulation in amino-acid-depleted medium (5% AA, Figure 5E). Furthermore, while PolyQ^−1^-GFP reporter-expressing cells accumulated significantly more GFP in glutamine-poor than in leucine-poor conditions, Luc^−1^-GFP cells accumulated only modest levels of GFP in either depleted medium formulation (Figure 5—figure supplement 1E). The effect of leucine depletion on frame shifting observed with both reporters is consistent with a nearly identical leucine content of PolyQ and Luc fragments (6 and 7 amino acid residues, respectively). Taken together, these observations indicate that the presence of a polyQ tract promotes translational frame shifting in response to amino acid depletion. Furthermore, our findings indicate that polyQ-associated frame shifting is triggered specifically by the depletion of glutamine rather than that of any given amino acid.

Finally, we asked whether the loss of translational fidelity triggered by amino acid depletion can be reversed by re-feeding the amino-acid-depleted cells with amino-acid-rich medium. Indeed, when PolyQ^−1^-GFP-expressing MiaPaCa2 cells exposed to 5% AA DMEM for 24 hr were cultured in 100% AA DMEM for an additional 72 hr, GFP levels have declined markedly (Figure 5F), demonstrating that the frame shifting phenomenon is contingent upon amino acid deficit and is readily reversed once the adequate amino acid supply is restored.

Taken together, our observations indicate that in diverse cellular contexts, translation of polyglutamine-tract-containing transcripts is prone to frame shifting in response to amino acid deficit but not to other types of cellular stresses, and can be augmented by treatments that restore tRNA^Gln^ to its charged state. These findings, in turn, led us to explore a possibility that PolyQ^−1^-GFP reporter would be induced as tumor cells accumulate in vivo. To this end, we have implanted MiaPaCa2 cells transduced with PolyQ^−1^-GFP reporter or empty vector control subcutaneously into nude mice. After 3 weeks, xenografts were harvested and paraffin-embedded tumor sections were stained with anti-GFP antibodies. The staining revealed multiple nests of ~10–100 GFP^+^ cells residing within the PolyQ^−1^-GFP-transduced xenografts, while no staining was present in control xenografts (Figure 6A). To rule out the possibility that these nests might represent outgrowths of rare clones that are constitutively GFP-positive regardless of amino acid availability, we seeded PolyQ^−1^-GFP –transduced MiaPaCa2 cells at a clonal density in vitro. No GFP^+^ clones have emerged in this setting (0 out of 6 10 cm dishes assayed), indicating that groups of GFP^+^ cells observed in vivo are unlikely to be products of rare clonal outgrowths. Taken together, our results indicate that the translational frame shifting of polyglutamine tracts can be observed in discrete areas within solid tumors in vivo.

**Figure 6.**
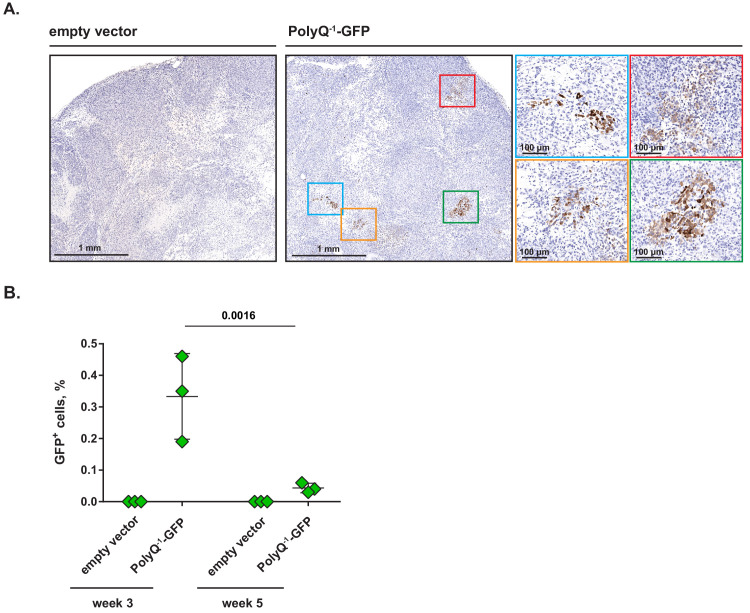
Clusters of cells undergoing frame shifting are detectable within solid tumors in vivo. (**A**) MiaPaCa2 cells transduced with PolyQ^−1^-GFP reporter or empty vector control were injected subcutaneously into nude mice and xenografts were allowed to develop for 3 weeks. Paraffin-embedded samples were stained with anti-GFP antibody. Representative images (out of two independent experiments) are shown. (**B**) PolyQ^−1^-GFP reporter or empty vector control-transduced MiaPaCa2 xenografts were allowed to develop for indicated periods of time, harvested and enzymatically dissociated into single-cell suspensions. Relative abundance of GFP-positive cells was determined by flow cytometry. Data are shown as mean ± SD from xenografts harvested from three animals for each time point. p-Values were calculated by two-way ANOVA with Holm-Sidak post-test (**B**). Figure 6—source data 1.Summary data and statistics for GFP^+^ cell accumulation assay presented in Figure 6.

Finally, we asked whether the abundance of GFP^+^ cells within xenografts changes with time. To this end, we allowed PolyQ^−1^-GFP or empty vector-transduced MiaPaCa2 xenografts to develop for either 3 or 5 weeks, harvested the tumors, dissociated them into single cell suspensions and determined the proportion of GFP^+^ cells by flow cytometry. Interestingly, the proportion of GFP^+^ cells was highest at week 3 and declined to a lower but reproducible level at week 5 (Figure 6B), suggesting that either GFP^+^ cells are selected against over time or that cancer cells reduce their level of mistranslation as the xenografts mature.

## Discussion

The present work demonstrates that cells have the capacity to maintain pools of charged tRNAs during interruptions in extracellular amino acid supply. Such an ability allows the cells to retain their adaptive translational capacity for extended periods of time even when the vascular supply of free amino acids is compromised. The ability to maintain a charged tRNA compartment in amino-acid-deprived cells requires lysosomal function, which is consistent with the established role of the lysosome as a critical source of amino acids in a nutrient-limited state. Our work further reveals that adaptive translation over time results in a selective depletion of tRNA^Gln^ charging that reduces the net translation.

This reduction in translation does not occur because cells cannot either recycle glutamine from lysosome-degraded proteins or take up sufficient extracellular glutamine when the vascular delivery of amino acids is compromised. Instead, it results from the propensity of cells to convert glutamine to glutamate through glutaminase. Indeed, we found that inhibiting glutaminase in the context of amino acid deficit augments the capacity of amino-acid-depleted cells to maintain tRNA^Gln^ charging and sustain protein synthesis. This indicates that even though glutaminase inhibition suppresses growth when amino acids are abundant, it facilitates translation and even cell proliferation when amino acid supply is limited.

Growing cells use glutaminase to maintain TCA cycle anaplerosis (DeBerardinis et al., 2007), but even resting quiescent cells upregulate glutaminase during times of stress (Hu et al., 2010; Suzuki et al., 2010). This is suggested to be due to the use of glutamate for glutathione production (Lora et al., 2004; Ogunlesi et al., 2004), as an amino group donor to maintain ATF4-induced nonessential amino acid synthesis (Harding et al., 2003), or as a counter transport ion to maintain cystine uptake (Sayin et al., 2017). Thus, allosteric inhibitors of glutaminase may have contrasting effects on cells residing in abundant vs. limited amino acid environments in a wide variety of cellular contexts.

Amino acid limitation-associated depletion of tRNA^Gln^ also results in a collective depletion of a number of key core transcription factors whose protein sequences contain polyglutamine tracts and consequently reduces cellular transcriptional output. Interestingly, a comparative sequence analysis across a broad spectrum of metazoan proteomes has revealed multiple instances in which the position of a polyQ tract is not tethered to a fixed position within the primary protein sequence among orthologs from diverse taxa. This observation suggests that the mere presence – rather than a specific location – of a polyQ tract may be of functional importance (Schaefer et al., 2012). Altogether, our observations raise the possibility that polyglutamine tracts in proteins may carry out a nutrient-sensing function by changing the protein level in response to extracellular amino acid availability. Finally, our work demonstrates that amino acid depletion is associated with the loss of translational fidelity among polyglutamine-containing transcripts, which, as we demonstrate, takes place in discrete areas of solid tumors in vivo. This, in turn, warrants further investigation of this phenomenon as a potential tool to identify and characterize amino-acid-poor cell populations from a variety of pathophysiological contexts.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Homo sapiens*)	GLS	GenBank	Gene ID: 2744	
Strain, strain background (*Mus musculus,* female)	Athymic nude mice	Envigo	Athymic Nude-Foxn1^nu^, RRID:IMSR_JAX:007850	
Cell line (*Mus musculus*)	Mouse embryonic fibroblasts (MEFs)	This laboratory		SV40-immortalized; confirmed mycoplasma-free
Cell line (*Mus musculus,* female)	A20	ATCC	TIB-208; RRID:CVCL_1940	confirmed mycoplasma-free
Cell line (*Mus musculus,* female)	MC-38	Dr. James Hodge laboratory	RRID:CVCL_B288	confirmed mycoplasma-free
Cell line (*Homo sapiens,* male)	MiaPaCa2	ATCC	CRL-1420; RRID:CVCL_0428	Authenticated by STR; confirmed mycoplasma-free
Cell line (*Homo sapiens,* female)	A498	Dr. James Hsieh laboratory	RRID:CVCL_1056	Authenticated by STR; confirmed mycoplasma-free
Antibody	phospho-Thr899 GCN2, rabbit monoclonal	Abcam	Cat. #ab75836, RRID:AB_1310260	(1:1000) dilution
Antibody	GCN2, rabbit polyclonal	Cell Signaling	Cat. #3302, RRID:AB_2277617	(1:1000) dilution
Antibody	phospho-Thr-389-S6K1, rabbit monoclonal	Cell Signaling	Cat. #9234, RRID:AB_2269803	(1:1000) dilution
Antibody	S6K1, rabbit monoclonal	Cell Signaling	Cat. #2708, RRID:AB_390722	(1:1000) dilution
Antibody	vinculin, mouse monoclonal	Sigma-Aldrich	Cat. #V9131, RRID:AB_477629	(1:2000) dilution
Antibody	ATF4, rabbit polyclonal	Santa Cruz	Cat. #sc-200, RRID:AB_2058752	(1:250) dilution
Antibody	MED12, rabbit polyclonal	Bethyl	Cat. #A300-774A, RRID:AB_669756	(1:1000) dilution
Antibody	TBP, rabbit polyclonal	Bethyl	Cat. #A301-229A, RRID:AB_890661	(1:1000) dilution
Antibody	CBP, rabbit polyclonal	Bethyl	Cat. #A300-362A, RRID:AB_185573	(1:1000) dilution
Antibody	CBFα1, rabbit monoclonal	Cell Signaling	Cat. #12556, RRID:AB_2732805	(1:1000) dilution
Antibody	BRD4, rabbit monoclonal	Abcam	Cat. #ab128874, RRID:AB_11145462	(1:1000) dilution
Antibody	CTCF, rabbit monoclonal	Bethyl	Cat. #A700-041-T, RRID:AB_2883994	(1:1000) dilution
Antibody	RNA pol II, mouse monoclonal	Active Motif	Cat. #39497, RRID:AB_2732926	(1:1000) dilution
Antibody	Histone H3, mouse monoclonal	Cell Signaling	Cat. #3638, RRID:AB_1642229	(1:1000) dilution
Antibody	α-Tubulin, mouse monoclonal	Sigma-Aldrich	Cat. #T9026, RRID:AB_477593	(1:1000) dilution
Antibody	β-Actin, mouse monoclonal	Sigma-Aldrich	Cat. #A5441, RRID:AB_476744	(1:2000) dilution
Antibody	HA tag, mouse monoclonal	Cell Signaling	Cat. #2367, RRID:AB_10691311	(1:1000) dilution
Antibody	Puromycin, mouse monoclonal	EMD Millipore	Cat. #MABE343, RRID:AB_2566826	(1:500) dilution
Antibody	GLS, rabbit monoclonal	Abcam	Cat. #ab156876, RRID:AB_2721038	(1:1000) dilution
Recombinant DNA reagent	pLKO.1-shCtrl1	Gene Editing and Screening Core, MSKCC	SHC002	Lentivirus-encoded non-targeting control shRNA
Recombinant DNA reagent	pLKO.1-shCtrl2	Gene Editing and Screening Core, MSKCC	SHC007	Lentivirus-encoded shRNA targeting luciferase
Recombinant DNA reagent	pLKO.1-shGLS-1	Gene Editing and Screening Core, MSKCC	TRCN0000051136	Lentivirus-encoded shRNA targeting human GLS
Recombinant DNA reagent	pLKO.1-shGLS-2	Gene Editing and Screening Core, MSKCC	TRCN0000051135	Lentivirus-encoded shRNA targeting human GLS
Recombinant DNA reagent	pTURN-hygro-GFP	This laboratory		Retrovirus-encoded, dox-inducible vector expressing GFP
Recombinant DNA reagent	pTURN-hygro-d2GFP	This laboratory		Retrovirus-encoded, dox-inducible vector expressing d2GFP (GFP fused to a degron of mouse ODC)
Recombinant DNA reagent	pTURN-hygro-PolyQ-GFP	This laboratory		Retrovirus-encoded, dox-inducible vector expressing PolyQ-GFP (GFP) fused to a first exon of human HTT; design details in ‘Reporter Design and Virus Production’ under Materials and methods
Recombinant DNA reagent	pCDH-puro-PolyQ^−1^-GFP	This laboratory		Lentivirus-encoded frameshift reporter; design details in ‘Reporter Design and Virus Production’ under Materials and methods
Recombinant DNA reagent	pCDH-puro-Luc^−1^-GFP	This laboratory		Lentivirus-encoded frameshift reporter control; design details in ‘Reporter Design and Virus Production’ under Materials and methods
Sequence-based reagent	tRNA assay 5’-adenylated DNA adaptor	IDT DNA		5′-/5rApp/TGGAATTCTCGGGTGCCAAGG/3ddC /- 3′
Sequence-based reagent	5’-phosphorylated DNA adaptor for CHARGE-seq	IDT DNA		5’-/5phos/AGATCGGAAGAGCGTCGTGTAGGGA/3ddC /- 3’
Commercial assay or kit	Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit	Thermo Scientific	C10643	For O-propargyl-puromycin and 5-ethynyl-uridine incorporation assay
Chemical compound, drug	L-Valinol	Sigma-Aldrich	186708	Used at 2 mM
Chemical compound, drug	Cycloheximide	Sigma-Aldrich	C4859	Used at 10 μg/mL
Chemical compound, drug	CB-839	Selleck Chemicals	S7655	Used at 1 μM
Chemical compound, drug	Bafilomycin A1	Cayman Chemical	88899-55-2	Used at 100 nM
Chemical compound, drug	BPTES	Cayman Chemical	19284	Used at 10 μM
Chemical compound, drug	Compound 968	Cayman Chemical	17199	Used at 10 μM
Chemical compound, drug	ISRIB	Sigma-Aldrich	SML0843	Used at 400 nM
Chemical compound, drug	O-propargyl-puromycin	Thermo Scientific	C10459	Used at 20 μM
Chemical compound, drug	5-ethynyl-uridine	Abcam	ab146642	Used at 200 μM
Other	GtRNA database	PMID:26673694	RRID:SCR_006939	Genomic tRNA Database, http://gtrnadb.ucsc.edu

### Cell culture

MEFs were isolated and immortalized with SV40 antigen as previously described (Wei et al., 2001). A498 human clear cell renal cell carcinoma cell line (RRID:CVCL_1056) was kindly provided by Dr. James Hsieh. MiaPaCa2 human pancreatic adenocarcinoma cell line (RRID:CVCL_0428) and A20 mouse B-cell lymphoma cell line (RRID:CVCL_1940) were from ATCC. MC38 mouse colon adenocarcinoma cell line (RRID:CVCL_B288) was kindly provided by Dr. James Hodge. All cell lines were verified to be mycoplasma-negative by MycoAlert Mycoplasma Detection Kit (LT07-318, Lonza). Human cell lines were authenticated via STR repeat mapping by the Integrated Genomics Operation core facility at MSKCC.

Cells were cultured at 37°C in a 5% CO_2_ incubator. Tissue culture media were prepared by the Media Preparation Facility at MSKCC. MEFs, A498, MiaPaCa2, and MC38 cells were cultured in high-glucose DMEM supplemented with 10% FBS, and A20 cells were cultured in RPMI-1640 supplemented with 10% FBS and 50 μM β-mercaptoethanol. To induce quiescence, cells were cultured for 3 days post-confluence, with culture medium changed daily. For cell proliferation experiments, cell numbers at the start and the end of the experiment were counted in triplicates using the Multisizer 3 Coulter Counter (Beckman).

### Amino acid deprivation experiments

DMEM and RPMI-1640 lacking all or indicated amino acids were prepared by the Media Preparation Facility at MSKCC. For amino acid deprivation experiments in adherent cells, cells were rinsed with PBS, and treatment media lacking amino acids or with all amino acids present at an indicated fraction of that in a standard formulation, was added. Where indicated, 2 mM L-Valinol (186708, Sigma-Aldrich) or 10 μg/mL cycloheximide (C4859, Sigma-Aldrich) was added for the last 30 or 10 min of treatment, respectively. All treatment media were supplemented with 10% dialyzed FBS (Gemini Bioproducts, 100–108).

### Chemical inhibitors

CB-839 (S7655) was from Selleck Chemicals, bafilomycin A1 (88899-55-2), BPTES (19284) and compound 968 (17199) were from Cayman Chemical, and cycloheximide (C4859) and ISRIB (SML0843) were from Sigma-Aldrich. All chemical inhibitors were resuspended in DMSO. An equivalent amount of DMSO was added to control samples to control for any solvent-based effects.

### Western blotting

Protein extracts were prepared by using 1 × RIPA buffer (20–188, Millipore) supplemented with protease (1860932, ThermoFisher) and phosphatase inhibitors (78428, ThermoFisher). For analysis of transcriptional regulators, lysis buffer was supplemented with 1% SDS and benzonase (70746–4, EMD Millipore). Equal amounts of total protein were separated on NuPAGE Bis-Tris or Tris-Acetate (for large proteins) gels (Life Technologies), transferred to nitrocellulose membranes and subjected to Western blotting with indicated primary antibodies. The following primary antibodies were used: phospho-Thr899 GCN2 (ab75836, Abcam), total GCN2 (3302, Cell Signaling), phospho-Thr-389-S6K1 (9234, Cell Signaling), S6K1 (2708, Cell Signaling), vinculin (V9131, Sigma-Aldrich), ATF4 (sc-200, Santa Cruz), MED12 (A300-774A, Bethyl), TBP (A301-229A, Bethyl), CBP (A300-362A, Bethyl), CBFα1 (12556, Cell Signaling), BRD4 (ab128874, Abcam), CTCF (A700-041-T, Bethyl), RNA pol II (39497, Active Motif), Histone H3 (3638, Cell Signaling), α-Tubulin (T9026, Sigma-Aldrich), β-Actin (A5441, Sigma-Aldrich), HA tag (2367, Cell Signaling), puromycin (MABE343, EMD Millipore), and GLS (ab156876, Abcam).

### O-propargyl-puromycin assay

Cells were treated as indicated. For the last 30 min of treatment, 20 μM O-propargyl-puromycin (OPP, C10459, Thermo Scientific) was added to wells. For cycloheximide control samples, 10 µg/mL cycloheximide was added to wells 10 min prior to the addition of OPP. Cells were harvested by trypsinization and fixed with methanol at −20°C, followed by permeabilization with 0.5% Triton-X in PBS. Fixed and permeabilized cells were stained using Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit from Thermo Scientific (C10643) according to the manufacturer’s instructions and analyzed by flow cytometry.

### tRNA charging assay

Cells were treated as indicated, placed on ice, rinsed once with cold PBS and lysed with cold TRIzol (15596018, Life Technologies) on ice. Lysates were shaken with chloroform 5:1, centrifuged at 18,600 g and precipitated with 2.7x volumes of cold ethanol in presence of 30 μg of GlycoBlue Coprecipitant (AM9515, ThermoFisher) overnight. Samples were resuspended in 0.3M acetate buffer (pH = 4.5) with 10 mM EDTA and precipitated again. Next day, samples were resuspended in 10 mM acetate buffer with 1 mM EDTA. Of each RNA sample, 2 µg was treated with 10 mM of either sodium periodate (‘oxidized sample’) or sodium chloride (‘non-oxidized sample’) and incubated for 20 min at room temperature in the dark. Sodium periodate was from Sigma-Aldrich (311448). Reactions were quenched with glucose for 15 min. Yeast tRNA^Phe^ (R4018, Sigma-Aldrich) was added to each sample, after which samples were precipitated with ethanol. Samples were resuspended in 50 mM Tris buffer (pH = 9) and incubated for 50 min at 37°C, quenched with acetate buffer and precipitated. Finally, samples were resuspended in RNAse-free water and subjected to a ligation to a 5′-adenylated DNA adaptor (5′-/5rApp/TGGAATTCTCGGGTGCCAAGG/3ddC /- 3′), using truncated KQ mutant T4 RNA ligase 2 (M0373, New England Biolabs), for 3 hr at room temperature, according to Loayza-Puch et al., 2016. Reverse transcription was performed with SuperScript IV reverse transcriptase (18090050, Thermo Scientific) according to the manufacturer’s instructions, with a primer complementary to the DNA adaptor. cDNA samples were subjected to qPCR with tRNA isodecoder-specific primers designed so that the forward (FW) primer was complementary to the 5′ end of the tRNA, and the reverse (RV) primer spanned the junction between the 3′ end of the tRNA and the ligated adaptor. The following primer pairs were used: ValMAC (FW: 5′-GTTTCCGTAGTGTAGTGGTTATCACGTTCG-3′, RV: 5′-GAGAATTCCATGGTGTTTCCGCCC-3′), iMetCAT (FW: 5′-AGCAGAGTGGCGCAGCG-3′. RV: 5′-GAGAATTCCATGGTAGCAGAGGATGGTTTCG-3′), eMetCAT (FW: 5′-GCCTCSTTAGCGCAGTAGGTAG-3′, RV: 5′-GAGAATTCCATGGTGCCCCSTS-3′) GlnCTG (FW: 5′-GGTTCCATGGTGTAATGGTNAGCACTCTG-3′, RV: 5′-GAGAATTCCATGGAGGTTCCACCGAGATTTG-3′), LeuWAG (FW: 5′-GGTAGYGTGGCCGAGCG-3′, RV: 5′-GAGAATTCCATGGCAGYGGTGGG-3′), ArgACG (FW: 5′-GGGCCAGTGGCGCAATG-3′, RV: 5′-GAGAATTCCATGGCGAGCCAGC-3′), yPhe (FW: 5′-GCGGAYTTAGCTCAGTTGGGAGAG-3′, RV: 5′-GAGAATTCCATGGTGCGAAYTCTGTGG-3′). Primers were designed using reference tRNA sequences from GtRNA database (http://gtrnadb.ucsc.edu/, RRID:SCR_006939) (Chan and Lowe, 2016). Ct values obtained with primers specific for yeast tRNA^Phe^ primers were subtracted from Ct values obtained with primers specific for an isodecoder of interest. The charged fraction value was calculated from a relative difference between a delta-Ct value from a non-oxidized (representing total) and oxidized (representing charged) samples for each primer pair. The qPCR amplicons were TA-cloned (TOPO TA cloning kit, 450641, Life Technologies) and sequenced to confirm the on-target nature of the primers. See also Supplementary file 1 for a full list of oligonucleotides used.

### CHARGE-seq

For the high-throughput tRNA charging analysis, RNA samples were processed as above. After the reverse transcription step, 3′ end of cDNA was ligated to a 5′-phosphorylated DNA adaptor (5′-/5phos/AGATCGGAAGAGCGTCGTGTAGGGA/3ddC/- 3′) using T4 RNA ligase 1 (M0437, New England Biolabs) in presence of 20% PEG, 1 mM ATP and 30 mM hexammine cobalt(III) chloride (H7891, Sigma-Aldrich). Ligation products were subjected to eight cycles of PCR with primers containing 8-mer barcodes and p5 and p7 Illumina adaptors. PCR products were run out on an agarose gel and ~190 bp bands were excised, purified and subjected to MiSeq paired-end Illumina sequencing. Unique mouse tRNA gene sequences were compiled from GtRNA database (http://gtrnadb.ucsc.edu/, RRID:SCR_006939) (Chan and Lowe, 2016). Sequences were appended with a 3′ CCA and used to create a reference assembly with the ‘bowtie2-build’ function. Paired-end 75 bp reads were trimmed of Illumina adapters and aligned to the reference assembly with ‘bowtie2’ run in ‘very-sensitive’ mode, allowing one mismatch to account for degeneracy that occurs at methylated adenine bases. Aligned reads were sorted and indexed with ‘samtools’ and a custom R script was used to assign gene alignments to each tRNA isodecoder. Reads were normalized by library size and the yeast phenylalanine tRNA spike-in counts prior to determining charge ratios. 

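In the deposited table, which is scaled to library size, the yeast tRNA Phe spike-in made up between 2.85% and 4.68% of the read pairs of a library, or between 68134 and 103785 read pairs. Its oxidized value divided by its non-oxidized value was 0.975 in +AA/DMSO, 0.829 in +AA/CB-839, 0.985 in -AA/DMSO and 0.678 in -AA/CB-839. The deposited values were not divided by the spike-in, so this step was applied here. It multiplies the charge ratios of a condition by the inverse of these numbers, and therefore raises the 2 CB-839 conditions against the 2 DMSO conditions. The uncharged fractions lay within 0.00497 of the paper's Experiment 2 without this step, and up to 0.303 from it with the step. With the step, 4 of the 47 isodecoders of Figure 2C had a lower charge ratio in -AA/CB-839 than in -AA/DMSO, against 34 without it.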

Raw and processed sequencing data was submitted to the Gene Expression Omnibus (GSE157276).

### Northern tRNA charging assay

The protocol was adapted from Jester, 2011 with some modifications. Cells were treated as described before. RNA was harvested using Trizol/chloroform method and precipitated. Samples were resuspended in 0.3M acetate buffer (pH = 4.5) with 10 mM EDTA, except for ‘deacylated control’ sample, which was chemically deacylated by resuspending and incubating in Tris buffer (pH = 9.0) buffer, then quenched with acetate buffer. All samples were reprecipitated and resuspended in 10 mM acetate buffer with 1 mM EDTA and loaded on 6.5% acetate-urea PAGE gel (pH = 5.0). Sample loading was normalized to cell biomass. Gel was run at 4°C for 6 hr at a constant voltage (12 V/cm), after which gel was stained with SybrGOLD to visualize total tRNA, washed and transferred onto Hybond N^+^ membranes (GE Amersham) at 40V for 2 hr at 4°C. Membranes were cross-linked with 1200 μJoules of UV and baked in a 50°C oven for 20 min. Membranes were blocked overnight in Church-Gilbert buffer (7% SDS in Na_2_HPO_4_ buffer (pH = 7.0), supplemented with 10 μg/mL salmon sperm DNA) at 42°C, then hybridized for 24 hr with 100 μM of 5′-biotin-labeled DNA oligo probe complementary to the 5′ end of tRNA isoacceptors (or groups of tRNA isoacceptors) of interest in Church-Gilbert buffer at 42°C. Membranes were washed with 0.1% SDS/1x SSC buffer and incubated with 0.16 μg/mL streptavidin-HRP (N100, Thermo Fisher) in Church-Gilbert buffer at room temperature for 30 min, washed and imaged in BioRad imager. Membranes were stripped with boiling 0.1% SDS for 15 min, reblocked and reprobed as needed. The following biotin-labeled probes were used: tRNA^GlnCTG^: 5′-/5Biosg/CTAACCATTACACCATGGAAC-3′, tRNA^ValMAC^: 5′-/5Biosg/GATAACCACTACACTACGGAA-3′, tRNA^iMetCAT^: 5′-/5Biosg/GCTTCCGCTGCGCCACTCTGC-3′.

### Reporter design and virus production

GFP, d2GFP, and PolyQ-GFP reporter constructs were built in a pTURN-hygro doxycycline-inducible retroviral vector (a gift from Dr. Scott Lowe). The vector was digested with XhoI-EcoRI and gel-purified. ATG codon-less GFP and d2GFP ORFs preceded by a flexible linker (GGGGSGGGGS) and containing a 20 bp overlap with pTURN-hygro downstream of the GFP/d2GFP ORF were synthesized by Genewiz. PolyQ^−1^-GFP reporter construct was built in a pCDH-CMV-MSC-EF1α-puro constitutive lentiviral vector (CD510B-1, System Biosciences). For the construction of PolyQ-GFP and PolyQ^−1^-GFP reporter, the first exon of the human HTT allele (polyQ length = 36) was PCR-amplified from pBacMam2-DiEx-LIC-C-flag_huntingtin_full-length_Q36 construct (Addgene #111745, a gift from Dr. Cheryl Arrowsmith [Harding et al., 2019]). Primers for the PCR amplification were designed to contain a 20 bp overlap with the corresponding vector backbone (forward primer) and with the ATG-less GFP ORF preceded by a flexible linker (reverse primer). For PolyQ^−1^ variant, the reverse primer was designed to create a single base pair deletion downstream of the poly-CAG tract. The Luc^−1^ fragment for construction of Luc^−1^-GFP reporter was synthesized by IDT DNA using AAG54094.1 *R. muelleri* luciferase sequence (base pairs 1–287), and its nucleotide sequence was optimized to remove STOP codons from the −1 reading frame. Resulting fragments were assembled into pTURN-hygro or pCDH-puro via the Gibson method (E2611, New England Biolabs). For GFP and d2GFP construct design, constructs synthesized by Genewiz were PCR-amplified with primers designed to add the ATG codon and 20 bp overlap with pTURN-hygro and omitting the flexible linker. Resulting PCR products were subcloned into pTURN-hygro via Gibson assembly. Retroviral particles were produced by cotransfecting the viral backbone plasmid together with packaging plasmids into 293T cells with polyethylenimine (23966–1, Polysciences). MEFs, MiaPaCa2 and MC38 cells were infected with viral supernatant in presence of 8 μg/mL of polybrene (107689, Sigma-Aldrich) overnight and subjected to selection with 200 μg/mL hygromycin B (400052, EMD Millipore) for pTURN-hygro, or 2 μg/mL puromycin (P9620, Sigma-Aldrich) for pCDH-puro.

### IgG secretion assay

IgG production in the A20 suspension cell line was induced with 4 µg/mL Concanavalin A (C5275, Sigma-Aldrich) for 72 hr, after which cells were collected, gently centrifuged and plated in triplicates into indicated treatment media in 12-well dishes (1 × 10^6^ cells/well). Starting biomass was recorded by determining starting cell volume via Coulter Counter and multiplying it by starting cell number. Cells were incubated for 24 hr, after which contents of wells were collected and split into two halves. One half was used for counting cells and recording biomass as above. The AUC (area under curve) measure of the biomass increase was calculated using a formula from Jain et al., 2012. The other half of the sample was spun down to remove the cells. Cleared supernatants were adjusted with PBS to account for changes in biomass over the 24 hr treatment period, after which supernatants were applied onto a nitrocellulose membrane and probed with an HRP-conjugated anti-mouse antibody. Relative signal intensity was quantified using ImageLab software (BioRad).

### Uridine incorporation assay

Cells were treated as indicated. For the last 30 min of treatment, 200 μM 5-ethynyl-uridine (5-EU, ab146642, Abcam) was added to wells. For actinomycin D control samples, 4 µg/mL actinomycin D (A1410, Sigma-Aldrich) was added to wells 10 min prior to the addition of 5-EU. Cells were harvested by trypsinization and subjected to fixation/permeabilization in 125 mM PIPES (pH = 6.8), 10 mM EGTA, 1 mM MgCl_2, _3.7% formaldehyde and 0.2% Triton-X for 30 min at room temperature. Fixed and permeabilized cells were then stained using Click-iT Plus Alexa Fluor 647 Picolyl Azide Toolkit from Thermo Scientific (C10643) according to the manufacturer’s instructions and analyzed by flow cytometry.

### RNA interference

pLKO.1-encoded shRNAs targeting human GLS (both GAC and KGA isoforms) as well as control shRNAs were provided by Gene Editing and Screening Core at MSKCC. Constructs were packaged into lentiviral particles and transduced into MiaPaCa2 as described earlier. The following shRNA were used: shCtrl-1 (SHC002, non-targeting control), shCtrl-2 (SHC007, luciferase-targeting control), shGLS-1 (TRCN0000051136) and shGLS-2 (TRCN0000051135).

### LC-MS/MS analysis

Cells in six-well dishes were treated as indicated, placed on ice and washed once with cold PBS, after which 1 mL/well of 80% methanol was added. Plates were kept in −80°C for 24 hr, after which samples were scraped into eppendorf tubes and cleared by centrifugation at 14,000 rpm for 20 min at 4°C. Cleared samples were transferred into fresh eppendorf tubes, dried for 5 hr in GeneVac evaporator and stored in −80°C until further processing. The samples were reconstituted in 40 µL of 97:3 water:methanol containing 10 mM tributylamine and 15 mM acetic acid (mobile phase A) and incubated on ice for 20 min, vortexing every 5 min to ensure adequate re-suspension. All samples underwent one final centrifugation step (20,000*xg* for 20 min at 4°C) to remove any residual particulate.

The reconstituted samples were subjected to MS/MS acquisition using an Agilent 1290 Infinity LC system equipped with a quaternary pump, multisampler, and thermostatted column compartment coupled to an Agilent 6470 series triple quadrupole system using a dual Agilent Jet Stream source for sample introduction. Data were acquired in dynamic MRM mode using electrospray ionization (ESI) in negative ion mode. The capillary voltage was 2000 V, nebulizer gas pressure of 45 Psi, drying gas temperature of 150°C and drying gas flow rate of 13 L/min. A volume of 5 µL of sample was injected on to an Agilent Zorbax RRHD Extend-C18 (1.8 µm, 2.1 × 150 mm) column operating at 35°C. The 24-min chromatographic gradient was performed using 10 mM tributylamine and 15 mM acetic acid in 97:3 water:methanol (mobile phase A) and 10 mM tributylamine and 15 mM acetic acid in methanol (mobile phase B), at a 0.25 mL/min flow rate. At the end of the 24 min, the gradient included a backflush of the analytical column for 6 min with 99% acetonitrile at a 0.8 mL/min flow rate, followed by a 5 min re-equilibration step at 100% A (MassHunter Metabolomics dMRM Database and Method, Agilent Technologies).

Each batch was composed of four replicate samples for each group, two method blanks and one pooled sample. The pooled sample was prepared by mixing 5 µL of each sample in the batch. Three replicates of the pooled sample were injected at the start of the batch to condition the system, followed by samples in randomized order. The pooled sample was injected every 5–10 samples throughout the sequence serving as quality control for changes during the run. Analysis of the pooled samples was used to monitor the reproducibility of the system and the stability of the run over time. Data analysis was performed using Agilent MassHunter Quantitative Analysis (v. B.09.00).

### Xenograft experiments

All animal experiments were conducted under the guidance of MSKCC Institutional Animal Care and Use Committee. 5 × 10^6^ MiaPaCa2 cells transduced with pCDH-puro lentivirus expressing PolyQ^−1^-GFP reporter or empty vector control were mixed with Matrigel (BD Biosciences, 356273) at 1:1 ratio by volume and injected subcutaneously into opposing flanks of the 6- to 8-week-old female athymic nude mice (Envigo). At indicated time points, animals were sacrificed by CO_2_ inhalation. Xenografts were collected and cut into two halves. One half was subjected to digestion with 20 µg/mL DNAse I and 200 U/mL Collagenase IV in serum-free DMEM for 1 hr at 37C, stained with propidium iodide (BD Biosciences, 556463) to exclude dead cells and analyzed by FACS. The second half was fixed overnight in 3.7% formaldehyde, paraffin-embedded, mounted on slides and stained with anti-GFP antibody (Histowiz).

## Data Availability

High-throughput sequencing data have been deposited in GEO (accession code GSE157276). The following dataset was generated: PavlovaNNKingBThompsonCB2020Translation in amino acid-poor environments is limited by tRNAGln chargingNCBI Gene Expression OmnibusGSE15727610.7554/eLife.62307PMC774409633289483

# Supplementary material for: Translation in amino-acid-poor environments is limited by tRNAGln charging
**Source:** eLife. 2020 Dec 8;9:e62307. doi: 10.7554/eLife.62307
**Supplement:** Supplementary file 1. — Sequences of oligonucleotides used for tRNA charging assay (Figures 1 and 2) and for Northern blotting (Figure 1G) are listed.

**Supplementary File 1.** Additional oligonucleotide sequences (not listed in the key resources table). Sequences of oligonucleotides used for tRNA charging assay (Figure 1 and 2) and for Northern blotting (Figure 1G) are listed.

| **Name** | **Assay** | **Sequence** |
| --- | --- | --- |
| ValMAC_FW | qPCR primer,  tRNA charging assay | 5’-GTTTCCGTAGTGTAGTGGTTATCACGTTCG-3’ |
| ValMAC_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGTGTTTCCGCCC-3’ |
| iMetCAT_FW | qPCR primer,  tRNA charging assay | 5’-AGCAGAGTGGCGCAGCG-3’ |
| iMetCAT_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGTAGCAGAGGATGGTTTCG-3’ |
| eMetCAT_FW | qPCR primer,  tRNA charging assay | 5’-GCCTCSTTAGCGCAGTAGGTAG-3’ |
| eMetCAT_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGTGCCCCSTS-3’ |
| GlnCTG_FW | qPCR primer,  tRNA charging assay | 5’-GGTTCCATGGTGTAATGGTNAGCACTCTG-3’ |
| GlnCTG_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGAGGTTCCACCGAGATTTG-3’ |
| LeuWAG_FW | qPCR primer,  tRNA charging assay | 5’-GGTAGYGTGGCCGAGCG-3’ |
| LeuWAG_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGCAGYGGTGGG-3’ |
| ArgACG_FW | qPCR primer,  tRNA charging assay | 5’-GGGCCAGTGGCGCAATG-3’ |
| ArgACG_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGCGAGCCAGC-3’ |
| yPhe_FW | qPCR primer,  tRNA charging assay | 5’-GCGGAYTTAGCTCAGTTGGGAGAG-3’ |
| yPhe_RV | qPCR primer,  tRNA charging assay | 5’-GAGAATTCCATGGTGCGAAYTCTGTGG-3’ |
| tRNA^GlnCTG^ | Northern probe | 5’- /5Biosg/CTAACCATTACACCATGGAAC-3’ |
| tRNA^ValMAC^ | Northern probe | 5’-/5Biosg/GATAACCACTACACTACGGAA-3’ |
| tRNA^iMetCAT^ | Northern probe | 5’-/5Biosg/GCTTCCGCTGCGCCACTCTGC-3’ |

How the deposited data were processed for this re-analysis (not part of the article)

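CHARGE-seq libraries from MEFs in 4 conditions (complete or amino-acid-free DMEM for 6 hr, with DMSO or 1 μM CB-839) were analysed, each as an oxidized and a non-oxidized library. The deposited values are a signal: the authors trimmed paired-end reads, aligned them with bowtie2 in very-sensitive mode, allowing a mismatch, to mouse tRNA gene sequences with CCA appended, sorted and indexed the alignments with samtools, assigned them to isodecoders with a custom R script and scaled each library to a common total. The versions of these tools and the genome build are not stated in the paper's text. The table has 78 entries and 8 columns, 1 for each condition and aliquot. The labels list 2 replicates for each, and each column carries a name that both replicates share, so columns were assigned to conditions but not to replicates. All columns of per-sample values were used. The entries for the initiator and elongator tRNA Met are named iMet-CAT and eMet-CAT here, as in the paper.

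The design fixed before the data were examined was a limma test of log2 charge ratios over 2 experiments per condition, to be replaced by values alone if the table held 1 column per condition. It did, so no test was made, no mean or SD is given, and no difference has a replicate check. Each value is a whole multiple of a step that is fixed within a library (largest distance from a whole number 3.1e-09), and the common total is 2 times the mean number of steps, so a step was taken as a read pair. The libraries held between 1981759 and 2950940 read pairs. Intervals at 95% treat read pairs as Poisson counts on a log scale, and a value of 3 read pairs was taken as the smallest that a library can show. Both cover counting error only.

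Charge ratios were computed as the oxidized over the non-oxidized value, each divided by the yeast tRNA Phe value of its library, for the 49 cytosolic isodecoders with reads in all 8 libraries, Ile-GAT left out as in the paper. Mitochondrial tRNAs were kept apart. The uncharged fraction was 1 minus the charge ratio over the highest charge ratio of the 4 conditions, after the source data of Figure 2C, which hold a 0 for each isodecoder and experiment. Isodecoders named by rule were Gln-CTG, Gln-TTG, iMet-CAT, eMet-CAT and Ile-GAT, and those that the paper measured by qPCR (Leu-AAG, Leu-TAG, Arg-ACG, Val-AAC and Val-CAC). The rule's list of isodecoders past a test threshold was void, and any other isodecoder or mitochondrial tRNA named was singled out after its values were seen, as were the thresholds of 2-fold and of an uncharged fraction of 0.5.

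The alternatives fixed beforehand that could be run were no spike-in, median centring of the log2 charge ratios, a pseudocount of 1.53 (the smallest value above 0), only isodecoders with at least 0.1% of the reads, and other scalings of the uncharged fraction and of the abundance. A library total without the 6 isodecoders that each hold more than 5% of the reads, and a restriction to the 47 isodecoders of Figure 2C, were added after the data were seen. The intervals of medians come from 1000 Poisson draws. Changes computed from the paper's source data are the log2 of the ratio of 1 minus its uncharged fractions. The calculation was tested on simulated data, with 10 of 49 isodecoders set 4-fold lower in 1000 draws: 95.2% of the intervals over 49 isodecoders held the true change, 88.0% of the intervals of the 10 changed isodecoders lay below 0 and 4.85% of those of the 39 unchanged isodecoders left out 0. Python 3.11 with numpy, pandas, scipy and matplotlib was used. Gene numbers come from the RefSeq annotation of GRCm38.p6, and no coordinates are given because the build behind the table is not stated.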

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

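All tests in this part were chosen after the results were seen, as was the screen of mitochondrial tRNAs. Each value comes from 1 library per condition and aliquot.

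The charge ratio of iMet-CAT moved in opposite directions with CB-839 in the 2 media. It rose by 0.95 on the log2 scale in complete medium and fell by 0.95 in amino-acid-free medium, a difference of -1.90. The difference was not tested, because no replicates could be told apart. It kept its sign without the spike-in, at -2.21. Whether the rise in complete medium belongs to these libraries alone was checked against the paper's other values. In the paper's Experiment 1, iMet-CAT rose by 0.36 on the log2 scale relative to the other isodecoders, which goes against that explanation only if Experiment 1 comes from other libraries. The labels do not say so, but the uncharged fractions here lay up to 0.46 from those of Experiment 1 without the spike-in, and within 0.00497 of those of Experiment 2. By contrast, the means of the paper's qPCR assay give no rise, with a change of -0.13. The fall in amino-acid-free medium appears in both, at -0.92 in the paper's Experiment 1, where the change in complete medium was 0.43 before comparison with the other isodecoders, and at -1.04 in the paper's qPCR assay. The paper's values give a rise in complete medium in Experiment 2 as well, by 0.71. Experiment 2 is no separate check, because its values lie within 0.00497 of those here without the spike-in. The opposite directions thus appear in the values here and in Experiment 1, and not in the paper's qPCR assay. The rise in complete medium cannot be told apart from a difference between the assays.

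The paper does not report the mitochondrial tRNAs, for which the table holds 20 entries. Of these, 14 had at least 20 read pairs in each non-oxidized library, and 3 comparisons of each, 42 in all, were screened for a change of at least 2-fold relative to the median of the cytosolic isodecoders outside tRNA Gln and tRNA Met. In 12 of the 42, the 95% counting interval left out 0. No mitochondrial entry is labelled as tRNA Met other than mtIni, whose name stands for an initiator. The entry mtIni changed by -1.12 relative to that median in -AA/DMSO against +AA/DMSO, and by -2.43 in -AA/CB-839 against -AA/DMSO. It had 83 oxidized and 110 non-oxidized read pairs in +AA/DMSO, 64 and 138 in -AA/DMSO, and 12 and 185 in -AA/CB-839. The upper limit of the second change from counting error was -1.48. With limits widened for the 42 comparisons, the upper limits were -0.14 and -0.87. Counting error alone does not reach 0, but with 1 library per condition it cannot stand in for the variation between libraries. Reads of the cytosolic tRNA Met assigned to the mitochondrial tRNA were also considered. No mixture of iMet-CAT and eMet-CAT reads gave a change below -0.40 in -AA/DMSO against +AA/DMSO, and the upper limit of mtIni, -0.84, lay below this by a difference of -0.44. In -AA/CB-839 against -AA/DMSO, however, mtIni changed by -2.00, which lies between iMet-CAT at -0.95 and eMet-CAT at -3.90, so that reads of the cytosolic tRNA Met remain as an explanation of that change. A candidate hypothesis is that the loss of methionine charge may extend to the mitochondrial tRNA counted as mtIni. This hypothesis cannot be told apart from variation between libraries or, for the change with CB-839, from such reads.

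Mitochondrial tRNA Ser (mtSer) changed by 1.03 relative to the same median in -AA/DMSO against +AA/DMSO and by -1.11 in -AA/CB-839 against -AA/DMSO. It had between 18 and 62 read pairs per library. With its interval widened for the 42 comparisons, the lower limit of the first change was -0.55, so counting error over many comparisons remains as an explanation.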

How the results depend on the processing

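Alternatives were fixed before the data were examined, except the library total without the 6 isodecoders that each hold more than 5% of the reads (the trimmed total) and the restriction to the isodecoders of Figure 2C, which were chosen after seeing the data. A value was taken as moved when it left its 95% counting interval, and a count when it changed by more than 1.5 times. Except where a value shows it, the cause was not tested.

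The log2 changes of Gln-CTG and Gln-TTG in -AA/DMSO against +AA/DMSO, and in -AA/CB-839 against -AA/DMSO, stayed within their counting intervals without the spike-in, with median centring, with the pseudocount and with the trimmed total. Those intervals are wide because Gln-CTG had 6 and Gln-TTG 19 oxidized read pairs in -AA/DMSO, so the depth limits how far the loss of charge can be measured. The number of isodecoders at least 2-fold lower in -AA/DMSO was 2 in the main setting, and 0 among the 29 isodecoders with at least 0.1% of the reads, which leave out both of tRNA Gln.

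For tRNA Met in -AA/CB-839 against -AA/DMSO, the fall was larger under every other scaling. Against -0.95 for iMet-CAT and -3.90 for eMet-CAT with the spike-in, the values were -1.49 and -4.44 without it, -1.35 and -4.29 with median centring, and -1.52 and -4.47 with the trimmed total. The number of isodecoders at least 2-fold lower was 1 with the spike-in and 2 in each of these. In +AA/CB-839 against +AA/DMSO, iMet-CAT rose by 0.95 with the spike-in, 0.72 without it, 0.64 with median centring and 0.76 with the trimmed total, whereas eMet-CAT changed by -0.02 with the spike-in and by -0.25, -0.33 and -0.21 in the others.

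For the other isodecoders, the direction of the change in -AA/CB-839 depended on the scaling, both against -AA/DMSO and against +AA/DMSO. In the other comparisons the size of the change did. Against +AA/DMSO, the median log2 change in -AA/CB-839 was 0.084 with the spike-in and -0.44 without it. It was 0.045 with median centring and -0.24 with the trimmed total. The number of the 49 isodecoders with a lower charge ratio was 20, 42, 24 and 34. In -AA/CB-839 against -AA/DMSO, the median log2 change of the other isodecoders was 0.43 with the spike-in and -0.11 without it. It was 0.034 with median centring and -0.14 with the trimmed total, and the number of the 49 isodecoders with a lower charge ratio was 4, 34, 21 and 35. The difference between the values with and without the spike-in equals the change of the spike-in's own ratio, -0.54. In +AA/CB-839 against +AA/DMSO, the median was 0.31 with the spike-in, 0.079 without it, 0.00123 with median centring and 0.13 with the trimmed total, and the number lower was 3, 16, 23 and 15; with the pseudocount, 5 of 53 were lower and 2 were at least 2-fold lower, against 0 in the main setting. In -AA/DMSO against +AA/DMSO, the median was -0.31 with the spike-in and -0.29 without it, but 0.045 with median centring and -0.065 with the trimmed total. The number lower was 41 with the spike-in, 21 with median centring, 26 with the trimmed total and 23 of 29 with the filter at 0.1% of the reads. Centring sets the median near 0 by construction, so it shows the spread around the median, and neither that median nor the number lower shows a direction.

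The number of isodecoders with an uncharged fraction above 0.5 in -AA/DMSO was 10 of 49 in the main setting, 5 without the spike-in and 2 when scaled to +AA/DMSO. In -AA/CB-839 it was 2 in the main setting, 6 without the spike-in and 1 when scaled to +AA/DMSO. For the named isodecoders, 156 other combinations of a value and an alternative were computed, of which 77 left the counting interval.

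No paired analysis was possible because the deposited table holds 1 column per condition and aliquot and carries no replicate number. For the same reason the fits with a replicate block, without replicate 1 or 2, with an intensity trend, with only the conditions compared and with an unpaired interaction, as well as a count model on whole reads, were not run. Scaling charge ratios to the highest of the 4 conditions cannot change a log2 change, and including Ile-GAT adds no isodecoder, because it had 0 read pairs in a library.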

Differences from the paper's values

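The paper's uncharged fractions are those of the source data of Figure 2C, which give 2 experiments. The values here come from 1 library per condition and aliquot, and the labels do not say to which experiment these belong. Over 188 values, those without the spike-in lay within 0.00497 of Experiment 2 and up to 0.46 from Experiment 1. This argues against Experiment 1 as the source of these libraries, so the settings below cannot show why values differ from Experiment 1. A setting that closes a gap below brings the value within the rule used for a difference, and does not show that the libraries are the same. For Experiment 1, Gln-CTG in +AA/DMSO was 0.345 here against the paper's 0. Scaling to +AA/DMSO, which sets this value to 0 by construction, closed the gap, and leaving out the spike-in or the scaling did not. Gln-CTG in -AA/CB-839 was 0.325 against the paper's 0.55, and the alternative without the spike-in, at 0.448, closed the gap, while scaling to +AA/DMSO and the unscaled ratio did not. Gln-TTG in +AA/DMSO was 0.239 against the paper's 0, and the alternatives without the spike-in, at 0.105, and with the unscaled ratio, at 0.124, closed the gap, as did scaling to +AA/DMSO, which again gives 0 by construction. These 3 alternatives were set before the data were examined. Gln-TTG in -AA/CB-839 was 0.405 against the paper's 0.23, and scaling to +AA/DMSO and the unscaled ratio closed the gap, while leaving out the spike-in did not. Over all 188 values, however, the largest difference from Experiment 1 was 0.932 when scaled to +AA/DMSO and 3.28 with the unscaled ratio. In the main setting it was 0.47. iMet-CAT in +AA/DMSO was 0.483 against the paper's 0.26, and only the unscaled ratio closed the gap. eMet-CAT in +AA/CB-839 was 0.0144 against the paper's 0.06, and none of the 3 alternatives closed the gap. Other gaps to Experiment 1 were large without meeting the rule, which asks for values more than 1.5 times apart, and, outside +AA/DMSO, for at least 1 of them to be above the +AA/DMSO value from the same source. iMet-CAT was 0.459 in -AA/DMSO against the paper's 0.13 and 0.721 in -AA/CB-839 against the paper's 0.54, and eMet-CAT in -AA/CB-839 was 0.949 against the paper's 0.67.

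For Experiment 2, eMet-CAT in +AA/CB-839 was 0.0144 against the paper's 0.16. Without the spike-in it was 0.162, which closed the gap, and the other alternatives did not. Over all 47 isodecoders and 4 conditions, 188 values in all, the values without the spike-in lay within 0.00497 of the paper's Experiment 2, whereas those with the spike-in differed by up to 0.303. Against Experiment 1 the largest difference was 0.46 without the spike-in and 0.47 with it. The paper's methods state that reads were normalized by library size and by the spike-in.

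The paper states that CB-839 lowered the charge of several tRNAs besides tRNA Met in amino-acid-deprived cells. With the spike-in, 43 of the 47 isodecoders had a higher charge ratio in -AA/CB-839 than in -AA/DMSO, and outside tRNA Met the lowest change was -0.04. Without the spike-in, an alternative set before the data were examined, 34 of the 47 were lower. The paper's uncharged fractions in -AA/CB-839 are above 0.5 for 7 isodecoders in Experiment 1 and for 5 in Experiment 2. Here the number was 2 of the 47 with the spike-in and 6 without it. The paper describes no effect of CB-839 in complete medium. With the spike-in, 44 of the 47 isodecoders had a higher charge ratio in +AA/CB-839 than in +AA/DMSO, and without it 31 were higher. The paper names tRNA Gln as the sole class that became uncharged, without naming a threshold. In -AA/DMSO, 8 of the 47 isodecoders had an uncharged fraction above 0.5 with the spike-in and 3 without it. When scaled to +AA/DMSO, 2 of the 49 were above 0.5. The paper's text gives 49 isodecoders and its source data list 47.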

Other observations

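All tests in this part were chosen after the results were seen. The sign of the general change with CB-839 in amino-acid-free medium depended on the spike-in, whose oxidized to non-oxidized ratio changed by -0.54 on the log2 scale from -AA/DMSO to -AA/CB-839. Counting error of the spike-in reads gives this change an upper limit of -0.52, so it is larger than counting error, though with 1 library per aliquot the variation between aliquots is unknown. Because the spike-in was added after the periodate step, a general fall in charge would raise its share in the oxidized library if equal amounts were added. The change of -0.54 goes the other way, but equal amounts cannot be assumed, so this does not exclude a general fall. A spike-in amount that differed between aliquots was tested against the paper's qPCR assay of the same treatment, in 4 targets. The mean distance from the qPCR changes was 0.778 with the spike-in and 0.737 without it, a difference of 0.041, too small to choose between them. For tRNA Leu the qPCR change was 0.01, against 0.54 with the spike-in and -0.00113 without it, while for iMet-CAT it was -1.04, against -0.95 and -1.49. An unequal amount of spike-in therefore remains as an explanation that could not be told apart from a general change in charge.

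The paper's own values allow a comparison of its 2 experiments. Over the 43 isodecoders outside tRNA Gln and tRNA Met, the charge was lower in -AA/CB-839 than in -AA/DMSO in both experiments for 27 and higher in both for 4, with a median log2 change of -0.33 in Experiment 1 and -0.13 in Experiment 2. Across these isodecoders, which are not independent replicates, Spearman's rho between the experiments was 0.287 for this comparison, 0.496 for -AA/DMSO against +AA/DMSO and -0.044 for +AA/CB-839 against +AA/DMSO. The paper's values give eMet-CAT a log2 change of -1.30 in Experiment 1 and -4.27 in Experiment 2, and iMet-CAT -0.92 and -1.48. For Leu-TAG in -AA/DMSO against +AA/DMSO they give -0.42 and -0.79.

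Charge ratios above 1 were common. With the spike-in, 16 of the 47 isodecoders of Figure 2C exceeded 1 in +AA/DMSO, 35 in +AA/CB-839, 7 in -AA/DMSO and 21 in -AA/CB-839. Without it the numbers were 14, 17, 5 and 8. Arg-TCT, named after its values were seen, was the highest in all 4 conditions, at 2.95 in +AA/DMSO and 4.12 in -AA/CB-839 with the spike-in. A charge ratio is therefore not a fraction of charged molecules. Scaled to the highest of the 4 conditions, it is relative to that condition, whose own degree of charging was not tested. The highest charge ratio of an isodecoder, which sets its uncharged fraction to 0, lay in +AA/DMSO for 3 of the 49 isodecoders, in +AA/CB-839 for 30, in -AA/DMSO for 0 and in -AA/CB-839 for 16 with the spike-in, and for 12, 29, 4 and 4 without it.

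Scaled by library size alone, the total of each isodecoder, which the paper does not report, changed little in the non-oxidized libraries. Among the 49 isodecoders, 0 changed by 2-fold or more between -AA/DMSO and +AA/DMSO, and the median log2 change was 0.03. Gln-CTG changed by 0.03 (95% counting interval -0.27 to 0.33) and Gln-TTG by -0.05 (-0.30 to 0.19). Divided by the spike-in these were 0.23 and 0.15, and with median centring -0.21 and -0.29, all within the intervals. For tRNA Met the scaling mattered more. iMet-CAT changed by -0.16 with library size and by 0.05 with the spike-in, and eMet-CAT by 0.13 and 0.33, outside the counting intervals. Over the 47 isodecoders of Figure 2C the changes ran from -0.23 for Asn-GTT to 0.67 for Ser-AGA, and with CB-839 in both media Ser-AGA changed by 1.51. Both were named after their values were seen.

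Mitochondrial tRNA Gln (mtGln), also chosen after its values were seen, changed by -0.59 (95% counting interval -0.78 to -0.40) in -AA/DMSO against +AA/DMSO and by 1.35 (1.17 to 1.53) in -AA/CB-839 against -AA/DMSO, with at least 650 read pairs in each library. Relative to the median of the 45 cytosolic isodecoders other than those of tRNA Gln and tRNA Met, these were -0.28 and 0.92. The hypothesis that the supply of each amino acid sets the cytosolic and the mitochondrial charge together was tested across the 14 amino acids with a mitochondrial tRNA of at least 20 read pairs in each non-oxidized library, for -AA/CB-839 against -AA/DMSO. Spearman's rho across amino acids was 0.319, and without Met and Gln, over 12 amino acids, it was -0.084, so the other amino acids showed no such relation at this depth.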
